# Sex linked behavioral and hippocampal transcriptomic changes in mice with cell-type specific *Egr1* loss

**DOI:** 10.3389/fnins.2023.1240209

**Published:** 2023-10-19

**Authors:** Cody Swilley, Yu Lin, Yuze Zheng, Xiguang Xu, Min Liu, Timothy Jarome, Georgia E. Hodes, Hehuang Xie

**Keywords:** sex difference, *Egr1*, nestin, RNA-seq, hippocampus, behavior

## Abstract

The transcription factor EGR1 is instrumental in numerous neurological processes, encompassing learning and memory as well as the reaction to stress. *Egr1* complete knockout mice demonstrate decreased depressive or anxiety-like behavior and impaired performance in spatial learning and memory. Nevertheless, the specific functions of *Egr1* in distinct cell types have been largely underexplored. In this study, we cataloged the behavioral and transcriptomic character of Nestin-Cre mediated *Egr1* conditional knockout (Egr1cKO) mice together with their controls. Although the conditional knockout did not change nociceptive or anxiety responses, it triggered changes in female exploratory activity during anxiety testing. Hippocampus-dependent spatial learning in the object location task was unaffected, but female Egr1cKO mice did exhibit poorer retention during testing on a contextual fear conditioning task compared to males. RNA-seq data analyses revealed that the presence of the floxed *Egr1* cassette or Nestin-Cre driver alone exerts a subtle influence on hippocampal gene expression. The sex-related differences were amplified in Nestin-Cre mediated *Egr1* conditional knockout mice and female mice are more sensitive to the loss of *Egr1* gene. Differentially expressed genes resulted from the loss of *Egr1* in neuronal cell lineage were significantly associated with the regulation of Wnt signaling pathway, extracellular matrix, and axon guidance. Altogether, our results demonstrate that Nestin-Cre and the loss of *Egr1* in neuronal cell lineage have distinct impacts on hippocampal gene expression in a sex-specific manner.

## Introduction

The early growth response factor 1 (*Egr1*) is an early response gene that can be rapidly and transiently induced in response to various environmental stimuli (Gashler and Sukhatme, 1995; Li et al., 2005; Veyrac et al., 2014). As a transcription factor, the EGR1 protein directly binds to genomic DNA containing a motif with CpG dinucleotides and serves as a critical epigenetic regulator for downstream gene activation (Sun et al., 2019). Through the regulation of gene expression, *Egr1* plays an essential role in learning and memory processes (Gallo et al., 2018). Compared to wild-type mice, *Egr1* complete knockout mice showed deficits in long-term potentiation (LTP) and long-term depression (LTD) in the hippocampus. The performance of *Egr1* complete knockout mice was impaired in various behavioral tests including spatial memory and object recognition memory (Jones et al., 2001; Bozon et al., 2003). *Egr1* is also involved in the stress response and has been implicated in various stress-related disorders, including depression and anxiety. For instance, decreased depressive-like behavior was observed in rats with local infusion of antisense oligodeoxynucleotide to specifically knockdown *Egr1* in the dorsal hippocampus (Katche et al., 2012). Additionally, initial learning or retrieval of an auditory or contextual fear memory induced increases in *Egr1* expression in the amygdala or hippocampus, respectively, and the knockdown of *Egr1* impaired long-term memory for both tasks (Lee et al., 2004; Maddox et al., 2011). A previous study has investigated the effects of *Egr1* loss on hippocampal genome-wide gene expression using cDNA microarray (Han et al., 2014). A total of 368 differentially expressed genes (DEGs) were identified in the hippocampi from *Egr1* complete knockout mice exposed to different phases of a fear conditioning paradigm. Despite these previous studies performed with complete knockout mice or regional *Egr1* knockdown with antisense oligodeoxynucleotide, little is known about the changes in behavior or gene expression profile associated with the cell type-specific loss of *Egr1*.

Male and female mice are reported to have different behavioral responses to external stimuli (Yang and Shah, 2016). For instance, stress reactivity and depression prevalence are different between the sexes, with women of reproductive age being more susceptible to depression/stress. Decades of studies have broadened our comprehension of how EGR1 regulates hippocampal function, particularly in relation to sex differences. An early report has shown that the expression levels of *Egr1* and other immediate early genes in the hippocampus were differentially regulated during the formation of the intromission mnemonic, which is a learned association between sexual behavior and reward (Yang et al., 2007). Normal aggressive behaviors and social recognition memory are dependent on the proper functioning of vasopressin 1b receptor (Avpr1b) in the CA2 region of the hippocampus. In Avpr1b knockout mice, the intruder-evoked *Egr1* expression was observed in male but not in female mice (Witchey et al., 2016). Sex differences in corticosterone receptors in the hippocampus has been reported (Lin et al., 2011). Only in female mice with corticosteroid-binding globulin knockout, the mRNA expression of *Egr1* was reduced in the hippocampus after the stress induced by the force swim test (Minni et al., 2014). However, the influence of *Egr1* loss on sex-linked behavior and hippocampal gene expression profile remains unexplored.

The Nestin-Cre transgenic mouse is one of the most frequently used mouse models to study gene functions in the central nervous system. In this study, we used the Nestin-Cre driver to obtain *Egr1* conditional knockout (Egr1cKO) mice with the neuronal-specific loss expression of the *Egr1* gene. We examined the behavior changes and evaluated the sex-related differential gene expression in the hippocampi of Egr1cKO mice along with Nestin-Cre controls.

## Materials and methods

### Animals

All animal experiments were performed according to the Institutional Animal Care and Use Committee guidelines at Virginia Tech (Blacksburg, VA, USA). The *Egr1* conditional knockout mouse strain (Egr1_tm1a_A04, C57BL/6 N-Egr1/Tcp; MGI:5766027) was purchased from the Centre for Phenogenomics, Canada. The Nestin-Cre (B6.Cg-Tg (Nes-Cre)1Kln/J; Jackson Lab, #003771) was a kind gift from Dr. Michael Fox’s lab. To create the Egr1cKO mice, a breeding scheme was implemented to obtain the desired Nestin-Cre driving Egr1cKO (Swilley et al., 2023). The mice were maintained and bred in a 12-h light/dark cycle between 7:00 am and 7:00 pm, under standard pathogen-free conditions. Teklad Global 18% Protein Rodent Diet was provided with free food and water access.

### Genotyping PCR

Mice were genotyped at 3 weeks of age during the time of weaning. A small distal portion of the tail was removed and incubated at 55°C overnight in DirectPCR (Tail) (VIAGEN, cat# 101-T) solution along with Proteinase K (ThermoFisher, AM2546). The next day the sample was incubated at 80°C for 1 h to deactivate the proteinase K before setting up PCR sampling. Genotyping PCR reactions were performed according to the Jackson Laboratory’s protocol for Nestin-Cre and the Centre for Phenogenomics’ protocol for *Egr1*-loxp as described in our previous study (Swilley et al., 2023).

### Western blotting

Total proteins were extracted from tissues using lysis buffer, separated in the 10% SDS-PAGE gel, and transferred to PVDF membranes. After blocking with 5% skimmed milk for 1 h, and then the membrane was incubated with the primary antibodies at 4°C overnight. The primary antibodies against EGR1 (CST, cat# 41542, 1:1000 dilution) and GAPDH (CST, cat# 2118, 1:2000 dilution) were used. The next day, the membrane was incubated with specific secondary antibodies at 25°C for 1 h. After three washes with PBST buffer, the membrane was incubated with Super Signal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher, cat# 34580), and visualized using the Bio Rad ChemiDoc imaging system. GAPDH was included as an internal control.

### Immunohistochemistry (IHC)

Egr1cKO mice and controls were rapidly and deeply anesthetized with isoflurane (Vet One, cat# 502017) and perfused transcardially with 10% formalin into the left ventricle. The right ventricle was opened to allow for exsanguination. After cardiac arrest was confirmed, the mice went through cervical dislocation. The brain was exposed with maximum bone removed to allow for further tissue fixation in 10% formalin overnight. Once fixed, tissues were sent to the Virginia-Maryland College of Veterinary Medicine pathology laboratory for embedment. Coronal slices were taken of the brain near the hippocampus in the wax block and provided back to the pathology laboratory. The coronal brain sections went through an automotive system with a Ventana Discovery Ultra machine (DAB Detection kit Cat#: 760–159) and secondary antibody, Omap anti-Rb HRP (Roche, Cat#: 760–4,311). The brain section was stained with anti-EGR1 rabbit antibody (CST, cat# 41542). Images were acquired using a MoticEasy Scan Pro 6, slide scanner.

### General procedure for animal behavior tests

All animals were habituated to the testing room 30 min prior to each test. All behavior testing started at 2:00 pm each day regardless of test or cohort. The testing cohorts were allowed 24 h in between different behavioral assays before going on to the next test. Most behavioral tests were performed in red light, to not increase anxiety levels from the environment; normal lighting conditions were used for the two sensory tests with heat for protection of the administrator of the test and the animals. To minimize other factors such as sex impeding on results of different cohorts all male animals went through behavior testing prior to any female testing. All testing arenas or devices were cleaned with 75% alcohol before and after each test was performed.

### Open field

Noldus information Technology Inc. behavioral system Ethos XT 17 was used to track behavior in the open field. Predefined Open field arena from the Ethos XT 17 software was used as a template and then modified for specific parameters set for the open field. A square box approximately 50 cm x 50 cm x 50 cm was used for the open field arena. The mouse was placed into the center of the box and allowed to explore for 10 min; after the time was complete, the mouse was removed and returned to its home cage.

### Elevated plus maze

An elevated plus maze testing apparatus from Clever Systems Inc. was used for testing (CSI-MZ-EP-M). It has two open arms with a combination measurement of (CSI-MZ-M: Open Arm 7 cm width, 69 cm length, and 0 cm height) and two closed arms with a combination measurement of (CSI-MZ-M: Open Arm 7 cm width, 30 cm length, and 15 cm height). Tracking was performed using Noldus Ethovision (Ethos XT 17). The mouse was placed into the open arm and allowed to explore for 10 min. The mouse was then removed and returned to its home cage. The elevated plus maze apparatus was cleaned with 75% alcohol between each test.

### Hot plate

The hotplate test was conducted using the Hotplate Analgesia meter from Columbus Instruments (serial #210028). The tests began when the system reached 55°C. A timer was started when each mouse was placed inside the apparatus one by one and monitored for signs of thermal discomfort such as flicking of the tail and limbs, or combination of signs. Some mice did displace other signs such as immediate launching to the sides of the walls around the meter. Once signs were documented timing stopped and the mouse was removed to prevent any thermal injury. If there was no response within 15 s, the test was terminated, and the mouse was removed from the apparatus to prevent thermal injury.

### Tail flick

Maze Engineers tail flick device was used to test each individual mouse. Mice were restrained in an A refrainer device (Maze Engineers). The tail flick device recorded the timing of how long the mouse kept the tail over the light source. All mice were removed after 15 s if no flick was present, to prevent any possible thermal injury.

### Novel spatial object

Noldus Information Technology Inc. behavioral system Ethos XT 17 was used for tracking. A square box approximately 50 cm x 50 cm x 50 cm was used for the arena and one plastic square (5 cm x 5 cm x 5 cm) and one tin can (5 cm x 5 cm x 10 cm) was used as the objects during testing. The Novel object testing occurred over 6 days for 10 min per day. Day 0 was used for habituation to the for the arena with no objects. During days 1–4 objects were placed in the arena and the mouse was allowed to explore for 10 min. Testing was performed on Day 5 when one of the objects was moved to a new location. The object moved was counterbalanced across trials.

### Contextual fear conditioning

Freeze Frame (Version 4.201) from Actimetrics software was used to score freezing behavior. The software worked in conjunction with Coulbourn habitest isolation cubicle (model # H10-24TA) and precision animal shocker (Serial #802313, Catalog # H13-15) to administer the contextual fear conditioning protocol. The mice went through novel spatial object testing, prior to contextual fear conditioning, which provided several days of handling and transportation. Each mouse was transported one by one to the testing room on day 0 which was the contextual fear conditioning training day. During this, two-foot shock presentations (1 s, 0.4 mA, 60 s inter-trial interval) were given after a 3 min baseline period. Animals were removed after being in the chamber for 5 min. The chamber was cleaned prior to each test experiment and wiped with 75% ethanol. The next day each mouse was placed back into the chamber without any shock presentations and monitored for freezing behavior across a 5 min period.

### Statistical analysis

All behavioral data was analyzed with a two-way factor ANOVA (genotype x sex), with an alpha set to 0.05. Tukey’s HSD was used for *post-hoc* analysis.

### RNA extraction, RNA-seq library construction, and data analysis

RNA was extracted from the hippocampus using the RNAeasy Mini Kit (Qiagen, Cat# 74104). Homogenized samples were subjected to the protocol provided by the manufacturer. The RNA concentrated on the silica membrane was eluted with RNase-free molecular biology-grade water. 150 μg total RNA collected from each tissue sample was shipped to Novogene Corporation Inc. for RNA-seq library construction (Illumina). The libraries were sequenced on Novaseq 6,000 platform with 150 bp paired-end mode (Illumina). Trim Galore (version [0.6.5]) was used to filter short reads, low quality reads and trim adapter sequences from raw reads. Clean reads were mapped to the mm10 genome, and expression was quantified using STAR[(version2.7.3a)] (Dobin et al., 2013). The raw counts were employed to pair wisely identify differentially expressed genes by R package DESeq2 (Love et al., 2014). Benjamini-Hochberg method is used to adjust the value of *p* for DEG. Gene with expression change greater than or equal to 1.2-fold and adjusted value of *p* less than or equal to 0.05 were considered significant. R package glmmSeq was used to perform mix-model analysis which took floxP and Cre as two mixed-effect factors and sex as an additional factor, while using the sample ID (unique to each sample) as random effect variable for glmmSeq analysis (Rivellese et al., 2022).

### Go analysis

Gene Ontology (GO) analysis was performed and visualized using R package clusterProfiler (v4.4.4) (Wu et al., 2021). Default parameters were used for the enrichment analysis for biological process (BP). The resulting GO terms and the corresponding values of *p* were then processed using R package rrvgo to reduce GO term redundancy (Sayols, 2023). Benjamini-Hochberg method was used to adjust the value of *p* for GO terms, and the cutoff was set as the adjusted value of *p* at 0.05.

## Results

### Behavioral changes observed in Nestin-Cre and Egr1cKO mice

Although previous research has extensively studied the behavioral changes of mice with *Egr1* complete knockout, no data has been collected on the effects associated with *Egr1* loss in neuronal lineage cells. In this study, we used a Sex X Genotype design. Genotype was subdivided across 4 groups (Egr1^f^Nes^cre+^, Egr1^f^Nes^cre-^, Egr1^wt^Nes^cre+^, and Egr1^wt^Nes^cre-^) and tested by sex (male/female) resulting in a total of 8 groups. As shown in Figure 1, we conducted a behavioral test battery to evaluate pain sensitivity, anxiety-like behavior, spatial, and aversive learning/memory (For each behavioral test, *n* = 10 per sex/group for a total of 80 mice).

**Figure 1:**
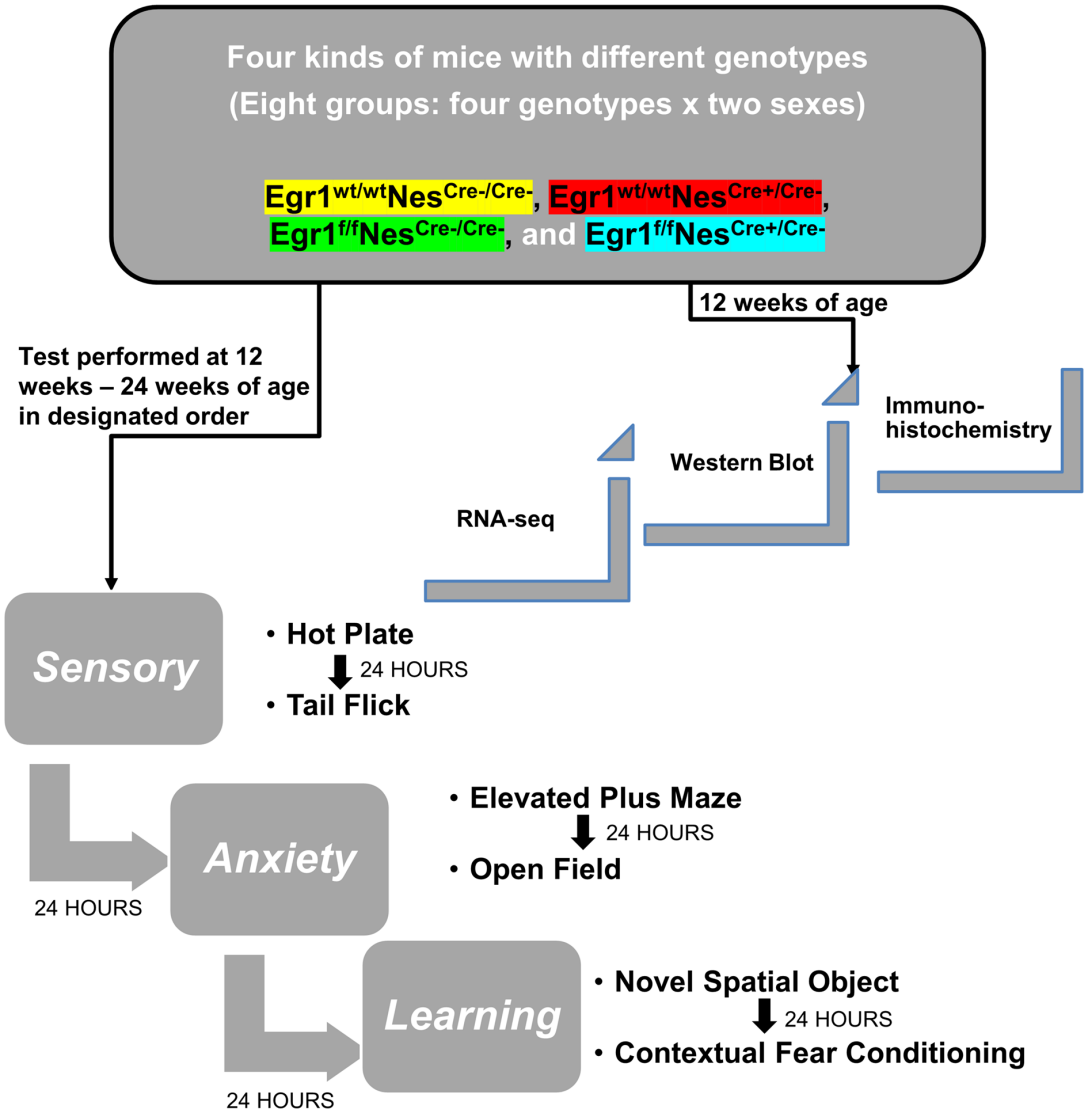
Diagram of experimental design and behavioral tests. Experimental design for gene expression and behavioral test scheme to explore the role and mechanism of Egr1 in Nestin-Cre driving conditional knockout mouse model.

The tail flick test measures the sensitivity of A-delta fibers with a mild and short-lasting nociceptive stimulus, while the hot plate test measures the sensitivity of C fibers with a more intense and enduring nociceptive stimulus (Afify et al., 2017). For the hot plate test and tail flick (Supplementary Figures S1A,B), no difference occurred across genotype and/or sex indicating all pathways are still physiologically intact and there were no changes in pain responses. The open field test measured exploratory anxiety-like and locomotor behavior. None of the eight groups showed any difference in time spent in the center of the open field (Supplementary Figure S1C); however, the total distance traveled during the open field test did have a significant interaction between genotype and sex [*F* (3, 70) = 5.15, *p* < 0.05]. *Post hoc* testing with Tukey’s revealed the female group Egr1^f^Nes^Cre-^ (6525.99 ± 875.2 cm) had a ~ 4–5 fold higher distance traveled in open field than female groups Egr1^wt^Nes^Cre-^ (1524.996 ± 292.97 cm) and Egr1^wt^Nes^Cre+^ (1331.541 ± 99.69 cm). Female Egr1^f^Nes^Cre-^ mice were also significantly different from (*p* < 0.05) male Egr1^f^Nes^Cre-^ mice (1915.66 ± 165.9 cm) and Egr1^wt^Nes^Cre –^ mice (2034.922 ± 328.72 cm) with an ~3-fold difference in distance traveled (Figure 2A). As an additional measure of exploratory anxiety, we used the elevated-plus maze. This test measures a conflict between exploratory risks in the open arm vs. the safety signals of the closed arms. There was a significant interaction between genotype and sex with *F* (3, 72) = 3.81, *p* < 0.05. *Post hoc* analysis with Tukey’s found that female Egr1^wt^Nes^Cre –^ mice (294.82 ± 75.58 s) spent 2.8-fold more time in the open arms compared to the male knockout group Egr1^f^Nes^Cre+^ (103.39 ± 20.98 s). We did not identify any within sex effects of knockout (Figure 2B). Together, these data identify that neuron-selective deletion of *Egr1* within sex did not alter anxiety associated behavior, although it did alter the relationship between activity levels and anxiety between the sexes.

**Figure 2:**
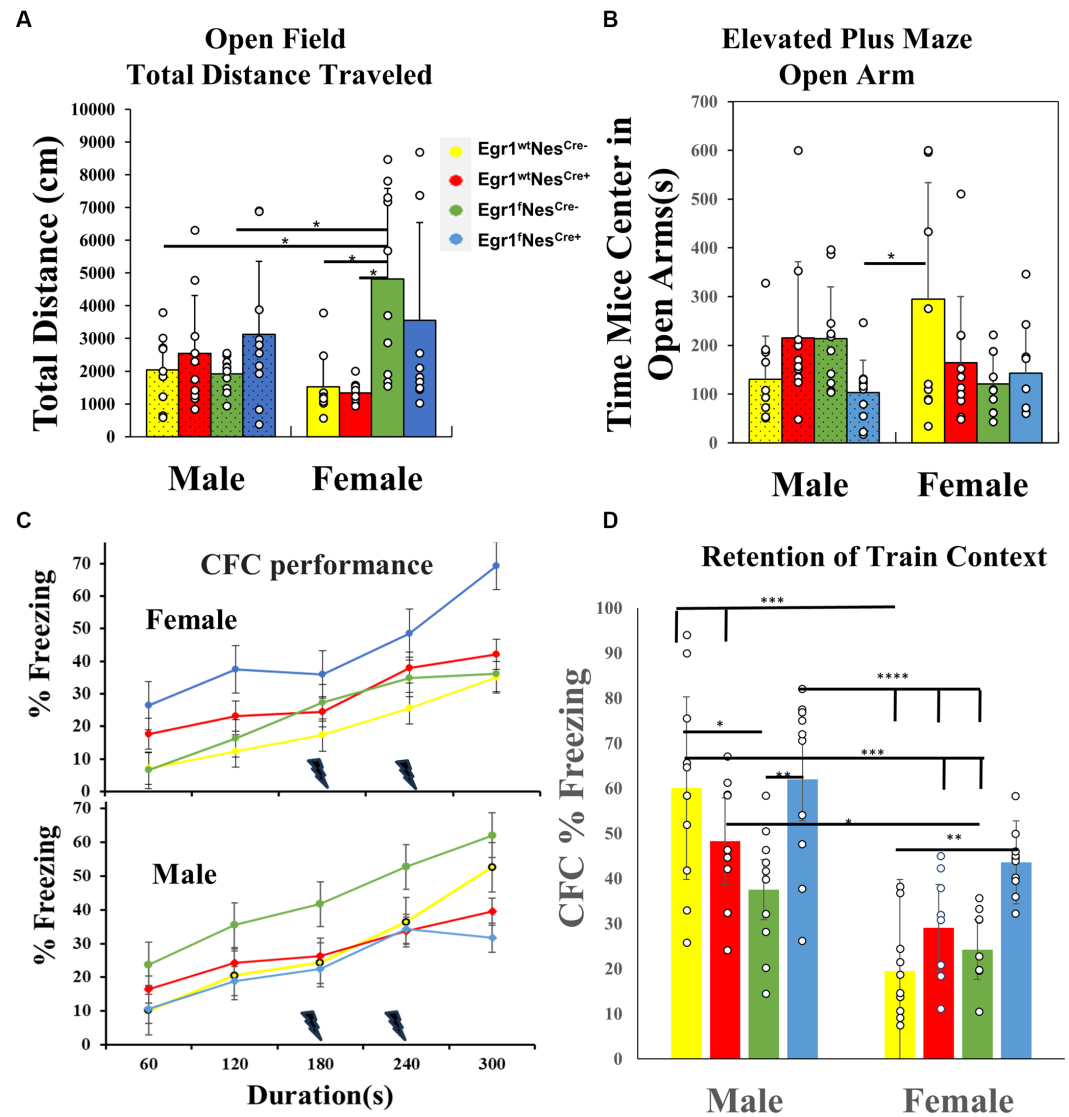
Behavioral test results for male and female mice of four genotypes. **(A)** Open Field Total distance traveled (cm) bar chart from males and females, with significance bars and * shown for sex and genotype. **(B)** Elevated Plus Maze Open Arms bar chart of time spent in open arms(s) for males and females. Significance is marked with a bar and * between groups. **(C)** Contextual Fear Conditioning line chart on training day for freezing (%) of females (upper panel) and males (lower panel) only. Each point represented the mean during that minute of training in the CFC task. A lighting denotes the times that a shock was administered during the test. **(D)** Contextual Fear Conditioning freezing response (%) during the testing session (first day after training) for both males and females. Bars represent means for genotypes over the entire freezing session. Significance above groups between sex and genotype along with * to denote level of significance. The data for each time point in each test was derived from 10 individuals per group and presented as means ± SEM. Each bar is separated by sex and then genotype within sex and represented by color as well as males have textured bars. * denotes *p*-value that is significant, with different amounts of stars equating to different level of *p* values, *p < 0.05, **p < 0.005, *** *p* < 0.001 and ****p < 0.0001.

To determine perceptual learning and recognition memory, we performed the novel object spatial recognition tests which revealed no significant effect regardless of sex or genotype and demonstrated that spatial awareness and object recognition are not altered (Supplementary Figure S1D). To examine the process of learning to associate aversive stimuli with environmental information, we conducted contextual fear conditioning. During training, genotype affected the amount of time animals froze across shock exposures in a sex-specific manner with significant interaction *F* (3, 32) = 4.194, *p* < 0.05. *Post hoc* analysis did not indicate a specific relationship in the groups. The Egr1^f^Nes^Cre+^ male group was the only group to have a decrease in freezing responses after the second shock (Figure 2C), though all groups had increased freezing across training. To test memory retention, freezing behavior in the training context in the absence of shock was used. There was a significant interaction between sex and genotype during testing *F* (3, 71) = 3.557, *p* < 0.05, as well as a main effect of sex *F* (1, 71) = 50.37, *p* < 0.001, and genotype *F* (3, 71) = 8.023, *p* < 0.0001 (Figure 2D). *Post hoc* analysis with Tukey’s identified the following differences within sex. Egr1^f^Nes^Cre+^ males had a higher percentage of freezing during the test than the Egr1^f^Nes^Cre-^ males (*p* < 0.01) Within females, Egr1^f^Nes^Cre+^ also froze more during test than Egr1^wt^Nes^Cre-^ (*p* < 0.01). Overall females froze less than males during the testing session (*p* < 0.05).

### Sex differences in gene expression amplified in Egr1cKO mice

In addition to cataloging behavioral effects of neuron specific Egr1cKO and Nestin-Cre, we examined their hippocampal gene expression patterns given the previously published reports of whole-body KO resulting in learning impairment. To accomplish this, RNA-seq was conducted in triplicates using adult hippocampal tissues obtained from the eight groups of mice. 

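Hippocampal RNA of 24 mice was sequenced, from 3 females and 3 males of each of 4 genotypes. Egr1 fNes Cre- and Egr1 fNes Cre+ mice carry *Egr1* alleles flanked by loxP sites (floxP), and Egr1 wtNes Cre+ and Egr1 fNes Cre+ mice carry a transgene that expresses Cre recombinase under the Nestin promoter, which is active in neural precursor cells. Egr1 fNes Cre+ mice therefore lose *Egr1* in cells of that lineage (Egr1cKO), and Egr1 wtNes Cre- mice are the wild type. The authors trimmed the paired-end reads with Trim Galore, mapped them with STAR to the mm10 genome and deposited the number of reads counted on each of 36605 genes, without normalization. The libraries were not stranded, so the count of a gene that overlaps another, or lies antisense to it, can hold reads of its neighbor. In females, the lowest, median and highest totals of counted reads per mouse were 24257816, 24602732 and 25335139 in Egr1 wtNes Cre-, 18025168, 23384450 and 24995142 in Egr1 fNes Cre-, 18702206, 19809755 and 19938139 in Egr1 wtNes Cre+, and 21837663, 24067518 and 27677816 in Egr1 fNes Cre+. In males they were 18817037, 20757995 and 22358781 in Egr1 wtNes Cre-, 20101287, 23674665 and 34955004 in Egr1 fNes Cre-, 18413714, 21581887 and 23129120 in Egr1 wtNes Cre+, and 20644829, 23724682 and 25097360 in Egr1 fNes Cre+. From these counts, levels were computed as CPM, counts scaled to the size of each library, with edgeR's TMM normalization and are given as mean ± SD over mice. Groups were compared with edgeR's quasi-likelihood test after its filter on low counts, and every adjusted *p* is a Benjamini-Hochberg value from that test unless DESeq2, the tool of the paper's pairwise comparisons, is named. DEGs were counted at the paper's thresholds, a fold change (FC) of at least 1.2 and an adjusted *p* of at most 0.05. With 3 mice against 3, an exact permutation test of 1 gene cannot give a *p* under 0.1, so calls in these groups rest on a variance estimate that borrows from other genes. In simulated counts for 3 mice against 3, in which 200 of 19742 genes were changed 2-fold, the edgeR test called 72% of the changed genes and the DESeq2 test 81%, with 8 and 33 false calls. The changed genes were drawn from those above 1 CPM, and no smaller change was simulated for these tests.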

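Over all 36605 genes, the principal components of log2(CPM + 1) placed 14.9% of the variance on PC1 and 11.4% on PC2. On neither component were the 12 female mice set apart from the 12 male mice, and 62.5% of the pairs of a female and a male were in the same order on PC1 and 61.1% on PC2. A second PCA, chosen after the data were seen, used the 500 genes that varied most after the variance stabilizing transformation of DESeq2. There PC1 held 28.7% of the variance and PC2 18.4%, and all 12 females lay on one side of all 12 males on PC1. When genes on the X and Y chromosomes were left out before the 500 genes were chosen, PC1 held 25.5%, and the sexes overlapped on it with 55.6% of the pairs in the same order.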

Upon analyzing the transcriptomic data using Principal Component Analysis (PCA), we found that the twenty-four samples could be separated into two groups based on their gene expression profiles. The female mice were positioned on the left upper side of the graph while the males were positioned on the right (Supplementary Figure S2A). Pearson’s correlation of gene expression across samples demonstrated sample variation within groups, but neither sex nor genotype is a good clustering parameter (Supplementary Figure S2B). We observed a high degree of correlation among the samples, with a mean correlation coefficient of 0.988, and the lowest correlation observed between samples was 0.953. These results indicate that hippocampal gene expression shows a high level of consistency both within and across groups, irrespective of their differing genotypes. It’s worth mentioning that, for 22 out of the 24 mice included in this study, we have conducted transcriptomic analysis on pituitary tissues in our previous study (Swilley et al., 2023). 

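Pearson's r across the 36605 genes, on log2(CPM + 1), was 0.994 on average over the 276 pairs of mice. These values are across genes, which are not independent replicates, and so no test was made on them. The 24 pairs of mice within a group had a mean r of 0.995 with an SD of 0.00168, and the pairs from different groups had a mean of 0.994, a difference smaller than that SD. The lowest r, 0.990, was between a male Egr1 wtNes Cre- mouse (replicate 1) and a female Egr1 wtNes Cre+ mouse (replicate 1). The lowest r moved most on CPM without a log, to 0.953, where the mean was 0.988, and the mean moved most on log2(CPM + 0.1), to 0.983.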

A remarkable contrast in pituitary gene expression was evident, with an average correlation of 0.797 and the lowest correlation recorded at 0.307.

We next performed pairwise comparisons for four genotypes separately to identify genes associated with sex-specific hippocampal expression. 

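Between the 3 female and 3 male Egr1 wtNes Cre- mice, 17544 genes were tested, and 591 had an unadjusted *p* under 0.05. After adjustment, Xist and Eif2s3x were higher in females, and Ddx3y, Eif2s3y, Kdm5d, Uty and Gm29650 were lower. Eif2s3x (ENSMUSG00000035150, chromosome X, 94188707 to 94212862 on GRCm38, the mm10 assembly) encodes a subunit of a translation initiation factor and was at 79.5 ± 6.53 CPM in females and 48.9 ± 2.90 CPM in males (n = 3 each). Its log2FC was 0.70 (standard error 0.084, adjusted *p* = 0.00708 from edgeR), and every female was above every male. With each of the 6 mice left out in turn, its adjusted *p* ran from 0.00979 to 0.0924, and 2 of the 6 fits called it. The lower 5 genes lie on the Y chromosome and had no counts in any of the 3 females, so no FC is given for them. The weakest of these calls was Gm29650, a long noncoding RNA gene at 3.45 ± 0.408 CPM in males (adjusted *p* = 0.000407), and Ddx3y was the most abundant at 59.4 ± 6.71 CPM. Kdm6a, another X-linked gene, had a log2FC of 0.56 (standard error 0.084) and an adjusted *p* of 0.0521. Testing without the filter on low counts moved the number of DEGs most, from 7 to 34, of which 29 were genes that the filter had kept.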

For wild-type mice (Egr1^wt^Nes^Cre-^), a total of 7 genes were identified with 5 downregulated and 2 up-regulated in females (Figure 3A). The numbers of DEGs involving in sex-related difference were 6 in Egr1^f^Nes^Cre-^, 10 in Egr1^wt^Nes^Cre+^, but increased to 41 in Egr1^f^Nes^Cre+^ mice. 

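Between females and males, 6 of 17602 genes were DEGs in Egr1 fNes Cre- mice (1 higher and 5 lower in females), 6 of 17262 in Egr1 wtNes Cre+ mice (1 higher and 5 lower) and 11 of 17335 in Egr1 fNes Cre+ mice (3 higher and 8 lower). The numbers of genes with an unadjusted *p* under 0.05 were 525, 356 and 1286. With DESeq2 in place of edgeR, the DEGs numbered 15, 6 and 52, and all of the edgeR calls were among them. The count in Egr1cKO mice depended on single mice. Leaving out male replicate 3 raised it to 48 and leaving out male replicate 1 raised it to 22, while leaving out any of the other 4 mice lowered it to 6. In Egr1 fNes Cre- mice, leaving out male replicate 1 gave 24 DEGs and leaving out female replicate 1 gave 10, while in Egr1 wtNes Cre+ mice each of the 6 fits gave 6.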

The majority of DEGs identified between the two sexes were Egr1cKO-specific and ten out of total 44 DEGs identified were derived from sex chromosomes (Figure 3B). 

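Over the 4 genotypes, 11 genes were DEGs between the sexes in at least 1 genotype, and 7 of them lie on the X or Y chromosome. The other 4 were called in Egr1cKO mice alone. With DESeq2, 64 genes were called in at least 1 genotype, 11 of them on the sex chromosomes, and 44 of the 64 were called in Egr1cKO mice alone. A gene called in one genotype and not in another is not shown to differ between them, since each genotype was tested apart.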

Only 1 gene up-regulated and 5 genes down-regulated in females were found to be shared by all four genotypes. These shared genes are all from sex chromosomes, such as Kdm5d on the Y chromosome and Xist on the X chromosome (Figure 3C).

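The 6 genes called in all 4 genotypes were Xist, Kdm5d, Ddx3y, Eif2s3y, Uty and Gm29650. Xist (ENSMUSG00000086503), the long noncoding RNA gene that silences an X chromosome in females, lies on chromosome X from 103460366 to 103483254. Its group means were between 719 and 872 CPM in females and between 0.341 and 0.517 CPM in males, and its log2FC was between 10.58 (standard error 0.13, adjusted *p* = 1.3e-13, in Egr1 wtNes Cre- mice) and 11.37 (standard error 0.29, adjusted *p* = 5.7e-10, in Egr1 fNes Cre- mice). Kdm5d (ENSMUSG00000056673) encodes a histone demethylase and lies on chromosome Y from 897788 to 956786. Its group means were between 34.3 and 38.7 CPM in males, and among females only the Egr1 fNes Cre- group had any count, with a mean of 0.0183 CPM. Of the other 4 genes, all on chromosome Y, Eif2s3y spans 1010543 to 1028847, Gm29650 spans 1048393 to 1049134, Uty spans 1096861 to 1245759 and Ddx3y spans 1260771 to 1286629.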

**Figure 3:**
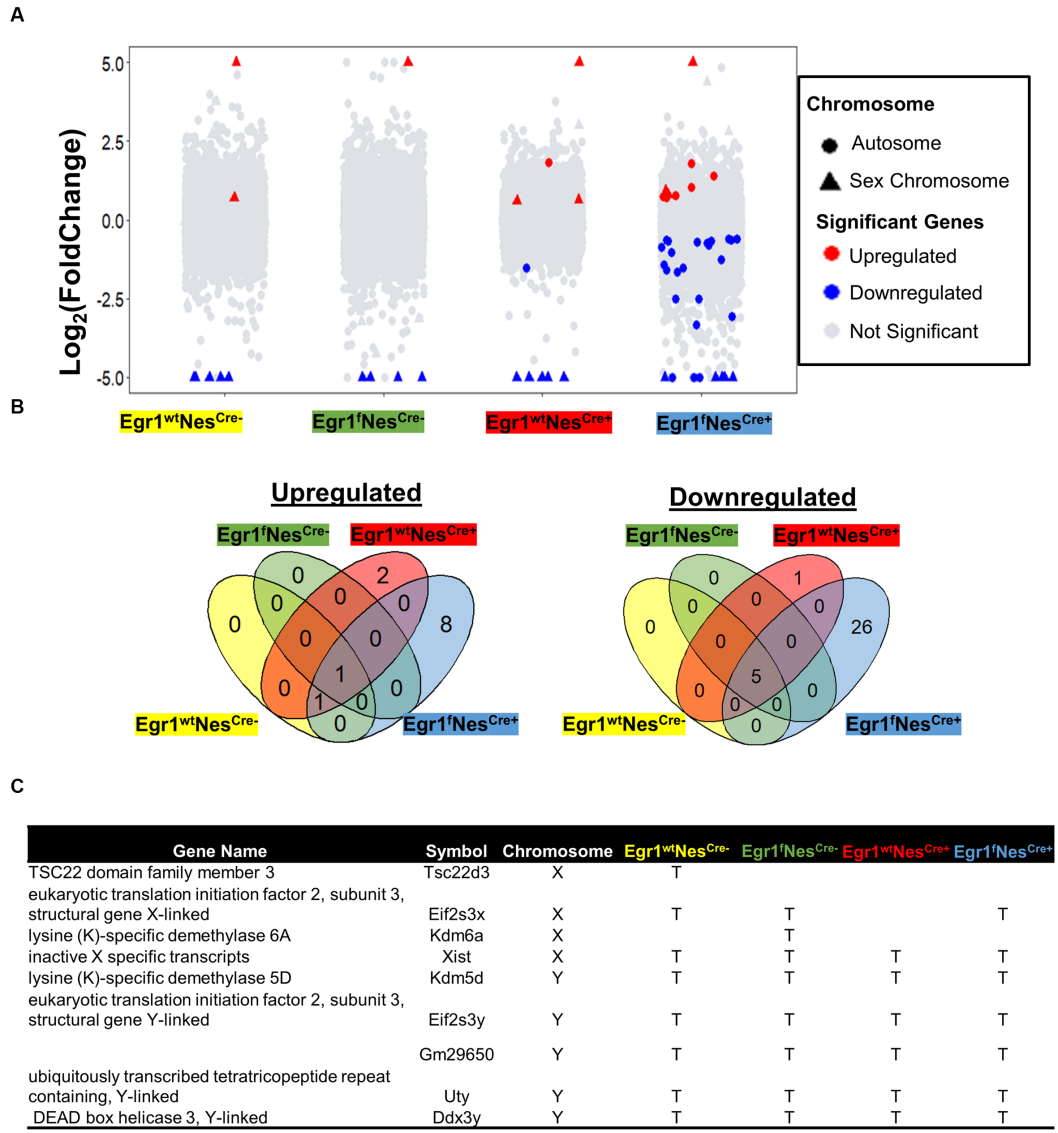
Gene expression changes associated with sex difference. **(A)** Volcano plots for pairwise analyses between two sexes for four genotypes. DEGs were defined as genes with FC ≥ 1.2 and adjusted *p* value ≤ 0.05. Blue dots indicate DEGs down-regulated in males. Red dots indicate DEGs up-regulated in males; Grey dots indicate no DEGs. **(B)** Venn diagram showing the overlapped DEGs identified in pairwise comparisons. Corresponding genotypes were shaded with represented color (blue for Egr1^f^Nes^cre+^, green for Egr1^f^Nes^cre-^, red for Egr1^wt^Nes^cre+^and yellow for Egr1^wt^Nes^cre-^). **(C)** A list of DEGs on sex chromosomes.

To further examine whether the small sample size (*n* = 3) resulted in such a few DEGs detected, we divided twenty-four mice into two groups based on sex to perform pair-wise comparison. 

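When the 12 female mice were compared with the 12 male mice, 12 of 17124 genes were DEGs, 7 higher and 5 lower in females, and 969 had an unadjusted *p* under 0.05. Eif2s3x was at 72.9 ± 8.45 CPM in females and 46.7 ± 4.55 CPM in males (n = 12 each), a log2FC of 0.64 (standard error 0.062, adjusted *p* = 8.0e-08), with no overlap between the sexes. The DESeq2 test moved the count most, to 18 DEGs, which held all 12 of the edgeR DEGs. In simulated counts for this design, with 200 genes changed 2-fold, the edgeR test called 95% of the changed genes. Smaller changes were not simulated for this test.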

The increasing group size (*n* = 12) did not yield much more DEGs with only 18 DEGs determined (Supplementary Figure S3A). 

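Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321) was at 175 ± 546 CPM in the 12 females and 266 ± 402 CPM in the 12 males, with medians of 17.0 and 28.7 CPM. It was above 100 CPM in 1 female, a Egr1 wtNes Cre+ mouse (replicate 1) at 1907 CPM, and in 4 males. Its log2FC for females against males was −0.59 (standard error 1.00, adjusted *p* = 0.978 from edgeR). DESeq2, which replaces a count that lies far from the others in groups of this size, gave −3.78 (standard error 0.71, adjusted *p* = 0.000231). Without that replacement, a setting chosen after seeing the data, DESeq2 gave −0.59 (standard error 0.99) and no adjusted *p*. Over the 5 alternatives that gave one, the adjusted *p* ran from 0.000231 to 0.978. Slc4a5 (ENSMUSG00000068323, chromosome 6, 83219828 to 83304945) was at 1.23 ± 3.59 CPM in females and 2.10 ± 3.03 CPM in males, and the filter of edgeR removed it. Its log2FC from DESeq2 was −3.35 (standard error 0.71, adjusted *p* = 0.00378), and −0.77 (standard error 0.93) without the replacement.

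**Figure D1:**
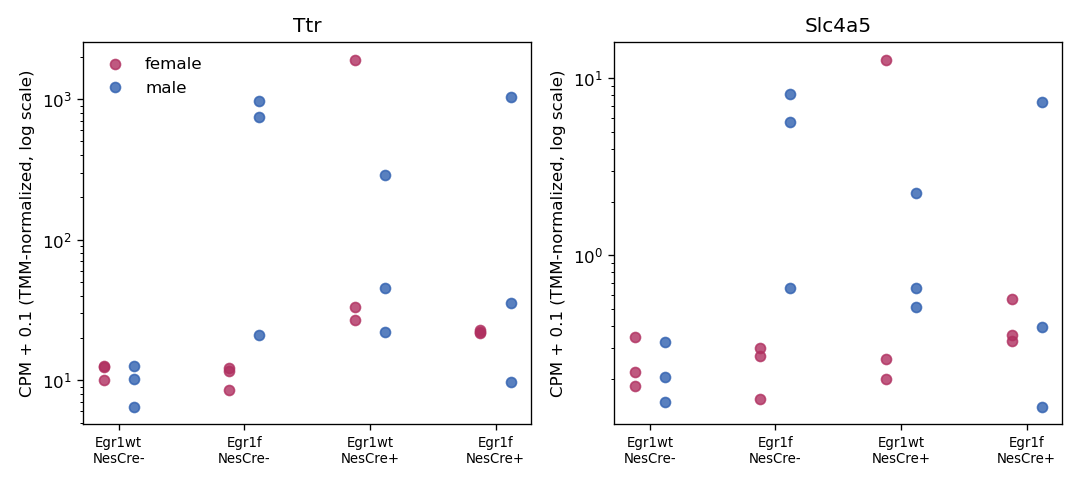
CPM + 0.1 of Ttr and Slc4a5 on log axes, 1 point per mouse, by genotype, with females in red and males in blue. The highest point of each panel is the same female Egr1 wtNes Cre+ mouse, at 1907 CPM for Ttr and 12.6 CPM for Slc4a5.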

Although the majority of them show consistent expression profiles within sex groups (Supplementary Figure S3B), significant variation within female group was observed for two genes encoding for transporters, the sodium bicarbonate cotransporter gene (SLC4A5) and transthyretin (TTR) gene which transports vitamin A and thyroxine. Therefore, these two genes should be excluded from the sex-linked DEG list. Altogether, we concluded that only a limited number of genes are differentially expressed between male and female mouse hippocampi. Such a small sex difference is primarily driven by genes on sex chromosomes. Nonetheless, the absence of the *Egr1* gene amplifies the sex-related differences in the hippocampus, affecting 21 genes spread across autosomes, with half of them having unknown functions. 

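Of the 12 DEGs between all females and all males, 11 lie on the sex chromosomes. Of these, 6 lie on the X chromosome and were higher in females, Xist, Eif2s3x and Kdm6a among them, and the other 5 lie on the Y chromosome and were lower. The only autosomal DEG was Tgfb3, which was chosen to be named after its value was seen. Of the 18 DESeq2 calls, 13 lie on the sex chromosomes, and Slc4a5, Tgfb3 and Ttr are among the other 5.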

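The autosomal genes called between the sexes in Egr1cKO mice and in no other genotype were Fosl2, Gm47469, Muc3a and Tnfrsf18, of which Gm47469 and Tnfrsf18 are named after their values were seen. With DESeq2, 43 autosomal genes were called in Egr1cKO mice alone. Whether the sex difference itself changed was tested on all 24 mice, as the sex difference in Egr1cKO mice minus its mean in the other 3 genotypes. Of 19742 genes, 1202 had an unadjusted *p* under 0.05 for this term and Muc3a alone was called. Muc3a (ENSMUSG00000094840, chromosome 5, 137208813 to 137212389) encodes a mucin and was at 3.52 ± 0.23 CPM in female and 11.2 ± 2.98 CPM in male Egr1cKO mice (n = 3 each), and its interaction term was −1.66 on the log2 scale (standard error 0.26, adjusted *p* = 0.0281). Of the 6 fits that each left out 1 Egr1cKO mouse, only the fit without male replicate 1 called it. Over all 10 alternatives its adjusted *p* ran from 1.8e-10, without the filter on low counts, to 0.484.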

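In Egr1cKO mice, Fosl2 (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842), which encodes a transcription factor of the Fos family, was at 97.9 ± 1.68 CPM in females and 47.9 ± 9.20 CPM in males (n = 3 each). Its log2FC was 1.03 (standard error 0.13, adjusted *p* = 0.0243). Over 12 alternatives its adjusted *p* ran from 3.0e-16, without the filter on low counts, to 0.270, and was at most 0.05 in 7 of them. Neat1 (ENSMUSG00000092274, chromosome 19, 5824708 to 5845478), a long noncoding RNA gene, was at 34.5 ± 3.64 CPM in females and 60.2 ± 9.75 CPM in males, a log2FC of −0.81 (standard error 0.13, adjusted *p* = 0.121). Its adjusted *p* was 9.5e-05 with DESeq2 and ran from 2.1e-08 to 0.935 over the alternatives. Col5a3 (ENSMUSG00000004098, chromosome 9, 20770050 to 20815067), a collagen gene, was at 1.33 ± 0.373 CPM in females and 3.97 ± 2.06 CPM in males, a log2FC of −1.57 (standard error 0.39, adjusted *p* = 0.555). One male, replicate 3, was at 6.33 CPM, and only the test without the filter called the gene (adjusted *p* = 0.000799, in a range of up to 0.943). For each of the 3 genes every female was on one side of every male, which chance gives in 10% of comparisons of 3 with 3. The test of a changed sex difference against the other genotypes gave adjusted *p* values of 0.496 for Fosl2 and 0.708 for Neat1 and Col5a3. Of its 10 alternatives, only the one without the filter called these genes, with adjusted *p* values of 6.4e-08 for Fosl2, 5.6e-05 for Neat1 and 0.00386 for Col5a3, and the highest value was 1 for each.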

Interestingly, some genes such as *Fosl2*, *Neat1*, and *Col5a3* have been reported under the regulation of estrogen (Klinge, 2020; Göcz et al., 2022; Sharma et al., 2023).

### Aberrant gene expression associated with nestin-Cre, Floxp, and Egr1cKO

To understand the effect of the Nestin-Cre driver and Floxp on hippocampal expression, we first kept male and female RNA-seq data separately to perform pairwise comparisons (Supplementary Figure S4). Interestingly, no gene was found to be differentially expressed in male groups and only 6 DEGs were identified in female groups with significant Fold Change (FC) and adjusted *p*-values below 0.05. 

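In males, no gene was a DEG between Egr1 fNes Cre- and Egr1 wtNes Cre- mice among 17255 genes tested, of which 473 had an unadjusted *p* under 0.05, and none between Egr1 wtNes Cre+ and Egr1 wtNes Cre- mice among 17320, of which 319 did. In females, 2 of 17727 genes were DEGs between Egr1 fNes Cre- and Egr1 wtNes Cre- mice (1583 with an unadjusted *p* under 0.05) and none of 17560 between Egr1 wtNes Cre+ and Egr1 wtNes Cre- mice (1309 with an unadjusted *p* under 0.05). The 2 female DEGs were Slc2a1, which was higher in Egr1 fNes Cre- mice, and Npas4, which was lower. Among the alternatives that kept all mice, the filter on low counts moved these numbers most. Without it, 56 and 23 genes were called in males and 220 and 236 in females, and 210 and 222 of the female calls were genes that the filter had kept. DESeq2 gave 3 and no DEGs in males and 35 and 57 in females. In males, the log2FCs of the genes named for females were 0.15 for Mfsd2a, −0.70 for Plin4, −0.024 for Slc2a1 and −0.0098 for Xdh in Egr1 fNes Cre- mice, and 0.013 for Hspb8 and −0.40 for Tiparp in Egr1 wtNes Cre+ mice, and their adjusted *p* values were between 0.996 and 1.00.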

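Female Egr1 fNes Cre- mice were compared with female Egr1 wtNes Cre- mice (n = 3 each) for 5 genes. Mfsd2a (ENSMUSG00000028655, chromosome 4, 122946850 to 122961188) was at 27.0 ± 5.19 against 16.1 ± 2.59 CPM, a log2FC of 0.74 (standard error 0.16, adjusted *p* = 0.412). Plin4 (ENSMUSG00000002831, chromosome 17, 56100591 to 56109803) was at 10.4 ± 5.89 against 2.72 ± 0.294 CPM, a log2FC of 1.93 (standard error 0.33, adjusted *p* = 0.233), and Egr1 fNes Cre- replicate 3 was at 17.2 CPM. Slc2a1 (ENSMUSG00000028645, chromosome 4, 119108711 to 119137983), which encodes a glucose transporter, was at 72.7 ± 4.91 against 44.5 ± 1.63 CPM, a log2FC of 0.71 (standard error 0.087, adjusted *p* = 0.0448). Xdh (ENSMUSG00000024066, chromosome 17, 73883895 to 73950196) was at 6.80 ± 1.79 against 2.81 ± 0.993 CPM, a log2FC of 1.27 (standard error 0.29, adjusted *p* = 0.412). Npas4 (ENSMUSG00000045903, chromosome 19, 4984355 to 4990316), which encodes a transcription factor induced by neuronal activity, was at 12.0 ± 1.36 against 24.5 ± 3.17 CPM, a log2FC of −1.02 (standard error 0.14, adjusted *p* = 0.0487). For each of the 5 genes no Egr1 fNes Cre- value overlapped a Egr1 wtNes Cre- value. DESeq2 called all 5, with adjusted *p* values of 0.0186 for Mfsd2a, 8.1e-06 for Plin4, 1.0e-07 for Slc2a1, 0.0257 for Xdh and 8.0e-07 for Npas4. Over 12 alternatives the highest adjusted *p* was 0.959 for Mfsd2a and Xdh, 0.638 for Plin4, 0.628 for Slc2a1 and 1.00 for Npas4.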

Compared with Egr1^wt^Nes^Cre-^, four genes were upregulated in female Egr1^f^Nes^Cre-^, including MFSD2 Lysolipid Transporter A (Mfsd2a, FC = 1.67, *p* = 0.044), Perilipin 4 (Plin4, FC = 3.83, *p* = 0.042), Solute Carrier Family 2 Member 1(Slc2a1, FC = 1.63, *p* = 0.045), and Xanthine Dehydrogenase (Xdh, FC = 2.42, *p* = 0.042). Compared with Egr1^wt^Nes^Cre-^, Heat shock protein beta-8 (Hspb8, FC = 1.57, *p* = 0.045) was upregulated and TCDD Inducible Poly (ADP-Ribose) Polymerase (Tiparp, FC = 1.83, *p* = 0.003) was downregulated in female Egr1^wt^Nes^Cre+^. 

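Hspb8 (ENSMUSG00000041548, chromosome 5, 116408491 to 116422864) was at 16.1 ± 2.04 CPM in female Egr1 wtNes Cre+ mice and 10.2 ± 1.48 CPM in female Egr1 wtNes Cre- mice (n = 3 each), an FC of 1.57 and a log2FC of 0.65 (standard error 0.16, adjusted *p* = 0.587). DESeq2 gave no adjusted *p* for it, and over 11 alternatives the value ran from 0.0379, without the filter on low counts, to 0.972. Tiparp (ENSMUSG00000034640, chromosome 3, 65528410 to 65555518) was at 14.7 ± 2.65 CPM in female Egr1 wtNes Cre+ mice and 26.9 ± 2.09 CPM in female Egr1 wtNes Cre- mice, a log2FC of −0.87 (standard error 0.14, adjusted *p* = 0.333). DESeq2 called it (adjusted *p* = 0.000594), and 4 of 12 alternatives did, with a range of 1.1e-06 to 0.972. For both genes, every Egr1 wtNes Cre+ value was on one side of every Egr1 wtNes Cre- value.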

Worthy of mentioning, Hspb8 and its α-crystallin domain might act as pleiotropic pro-survival factor in the adult hippocampus (Ramírez-Rodríguez et al., 2013). TIPARP is an enzyme involved in molecular cascades regulating structural changes in synaptic connections and correct distribution and number of GABAergic neurons (Grimaldi et al., 2019). 

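The female comparisons with wild type were refitted with each of the 6 mice left out in turn. For floxP, leaving out Egr1 fNes Cre- replicate 1 raised the DEGs from 2 to 1136 (493 higher and 643 lower in Egr1 fNes Cre- mice), and each of the other 5 fits gave none. In the fit without that mouse, the adjusted *p* was 0.0078 for Mfsd2a, 0.00936 for Plin4, 0.00251 for Slc2a1 and 0.0536 for Xdh. For Nestin-Cre, leaving out Egr1 wtNes Cre+ replicate 1 raised the DEGs from 0 to 33 (13 higher and 20 lower in Egr1 wtNes Cre+ mice), with adjusted *p* values of 0.0471 for Tiparp and 0.106 for Hspb8, and each of the other 5 fits gave none. In males the same refits gave 0 to 17 DEGs for floxP, with 17 when Egr1 fNes Cre- replicate 1 was left out, and 0 to 8 for Nestin-Cre, with 8 when Egr1 wtNes Cre+ replicate 2 and 3 when Egr1 wtNes Cre- replicate 1 was left out.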

Very few DGEs identified with *p*-values on the edge of thresholds suggest that the presence of Floxp or Nestin-Cre driver alone may only have subtle impact on female hippocampal functions.

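*Egr1* (ENSMUSG00000038418) lies on chromosome 18 from 34859823 to 34864984. In females it was at 9.41 ± 0.848 CPM in the 3 Egr1 fNes Cre+ mice and 99.3 ± 30.6 CPM in the 9 others, or 9.48% of their mean, a log2FC of −3.39 (standard error 0.29, adjusted *p* = 1.6e-05). In males it was at 6.50 ± 1.51 CPM in the 3 Egr1 fNes Cre+ mice and 92.5 ± 27.8 CPM in the 9 others, or 7.03%, a log2FC of −3.83 (standard error 0.28, adjusted *p* = 4.0e-06). The highest Egr1 fNes Cre+ mouse was at 10.2 CPM and the lowest of the other 18 at 47.7 CPM, so no mouse's label of *Egr1* loss or presence went against the level of this gene. An exact permutation test, two-sided, gave *p* = 0.00455 in each sex, the smallest that 220 splits of 3 against 9 allow. In the females of the other genotypes, the means were 110 ± 9.74 CPM in Egr1 wtNes Cre-, 98.6 ± 42.3 CPM in Egr1 fNes Cre- and 89.0 ± 39.0 CPM in Egr1 wtNes Cre+, and in males they were 107 ± 42.6, 88.4 ± 18.9 and 82.3 ± 20.8 CPM. These 3 groups overlapped in each sex. With both sexes together the log2FC was −3.59 (standard error 0.23, adjusted *p* = 1.2e-11), and over 17 alternatives, some of them chosen after seeing the data, it stayed between −3.73 and −3.43.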

We next focused on the transcriptomic analysis of Egr1cKO mice and observed that the expression of *Egr1* gene is highly expressed in wild type mice but abolished in the hippocampi of both female and male mice (Figure 4A). To validate the changes of *Egr1* expression at protein level, immunohistochemistry using anti-EGR1 antibody was performed on brain sections obtained from Egr1^f^Nes^cre+^ and Egr1^wt^ Nes^cre-^ adult mice (Figure 4B). EGR1 proteins are highly expressed in the hippocampus in Egr1^wt^ Nes^cre-^ mice but substantially diminished in that of Egr1^f^Nes^cre+^ mice. Further western blot also demonstrated that the level of EGR1 proteins was significantly reduced in the hippocampus of Egr1cKO mice (Figure 4C). Considering the similar transcriptomic profiles observed in both sexes of wild type mice, we divided the 24 mice into two groups: 18 with high *Egr1* expression and 6 with the loss of *Egr1* in cell lineages expressing Nestin gene. Pair-wise comparison determined 12 genes upregulated and 19 genes downregulated in Egr1cKO hippocampus (Figure 4D). 

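Between the 6 Egr1cKO mice and the other 18, 18433 genes were tested, and 2786 had an unadjusted *p* under 0.05, but *Egr1* was the only DEG after adjustment. The tool moved this count most among the alternatives that kept all 24 mice, since DESeq2 called 42 genes, 17 higher and 25 lower in Egr1cKO mice. All 31 genes of Fig. 4E were among the 42. In the edgeR test, all 31 changed in the direction the figure shows with an unadjusted *p* under 0.05, and their adjusted *p* values other than for *Egr1* ran from 0.0709 for Telo2 to 0.188. Adjusted over the list alone, all 31 were called, which is not independent evidence because the paper chose the list on these mice. The count also depended on 1 mouse, as leaving out Egr1cKO male replicate 3 gave 215 DEGs, 90 higher and 125 lower. Leaving out male replicate 2 gave 8, leaving out male replicate 1 gave 3, and leaving out any 1 of the females gave 1. In simulated counts for 6 mice against 18, with 200 genes changed 2-fold, the edgeR test called 95.5% of the changed genes and DESeq2 96.5%, with 6 and 23 false calls. Most genes of Fig. 4E changed by less than 2-fold, down to a log2FC of 0.27 in size. No change of that size was simulated for these tests, so these shares do not tell how many such genes would be called.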

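The change in Egr1cKO mice was computed within each sex for the 31 genes of Fig. 4E. In females (3 Egr1cKO mice against 9), all 31 genes had an unadjusted *p* under 0.05, 16 were called after adjustment over all 18870 genes tested, and 31 when adjusted over the list alone. In males (3 against 9), 18 had an unadjusted *p* under 0.05, 1 was called over all 18430 genes tested, and 11 when adjusted over the list alone. All 31 genes had the same direction in both sexes. Without *Egr1*, the mean absolute change of the other 30 genes was 0.61 in females and 0.36 in males on log2(CPM + 1), a scale that understates the change of genes at low levels. By their fitted log2FCs, 24 genes changed more in females and 6 more in males. The difference of 0.25 had a two-sided *p* of 0.0538 in a permutation test that exchanged the sex labels within genotypes (100000 draws). It was 0.39 with a permutation *p* of 0.0451 on log2(CPM + 0.1). The fitted log2FCs differed more between the sexes on average than either scale gives, and that difference was not tested. With Egr1 fNes Cre- mice as the only controls it was 0.31 with a permutation *p* of 0.109, and it stayed between 0.22 and 0.28, with permutation *p* values of 0.0715 to 0.0888, when each Egr1cKO mouse was left out in turn.

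**Figure D2:**
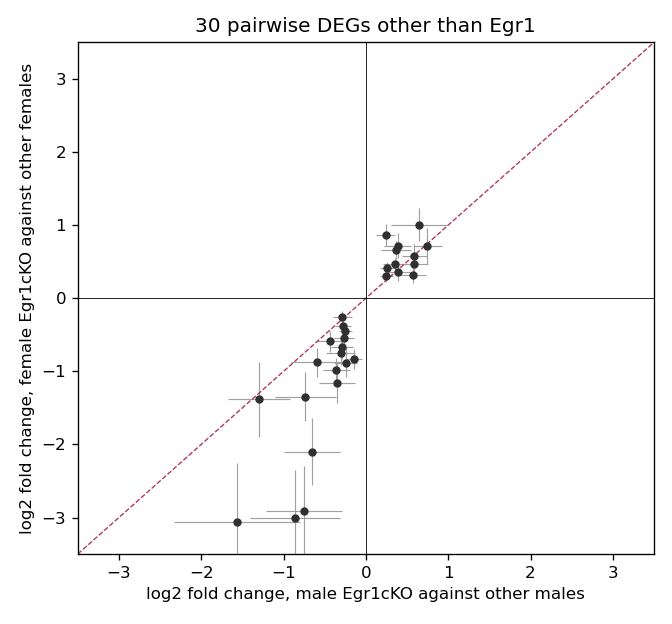
Fitted log2FC of 30 genes of Fig. 4E other than *Egr1* between Egr1cKO and other mice, in males on the x axis and females on the y axis, with bars of 1 standard error and a dashed line where both are equal. Of the 30 points, 24 lie farther from 0 in females than in males.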

Heatmap of the expression profiles of these genes indicated that female show more striking and consistent changes than male counterparts (Figure 4E).

**Figure 4:**
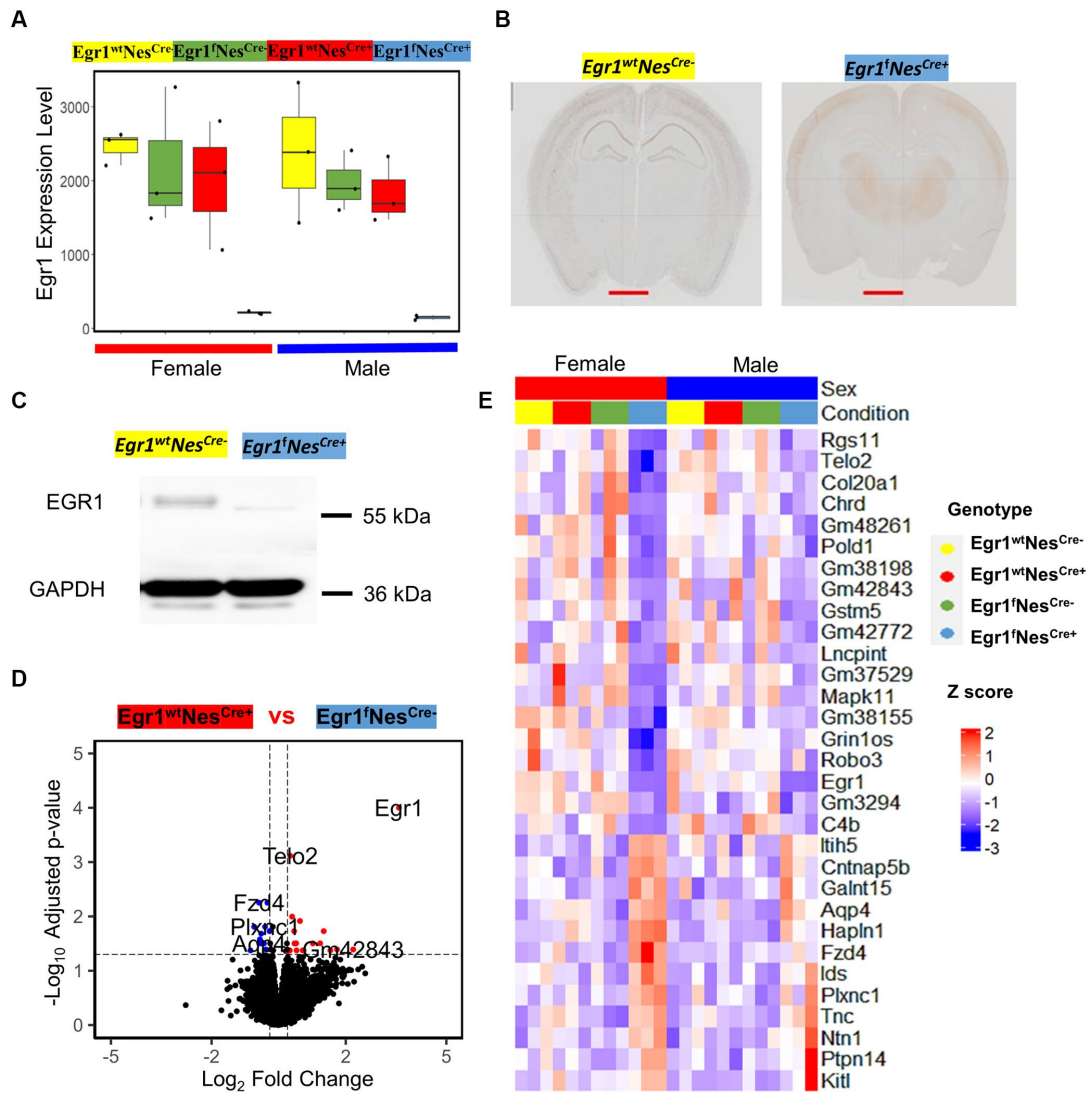
The expression of *Egr1* mRNA and EGR1 protein in the hippocampus of Egr1cKO mice and differential expressed genes associated with Egr1cKO identified by pairwise comparison. **(A)** Box plots for *Egr1* expression levels in mice of four kinds of genotypes determined by RNAseq. **(B)** Immunohistochemistry staining of EGR1 protein expression in mouse brain (coronal view, scale bar = 2 mm). **(C)** Western blot of EGR1 protein expression in mouse hippocampus, GAPDH serves as internal control. **(D)** Volcano plot for pairwise analysis between mouse hippocampi with and without Egr1cKO. DEGs were defined as genes with FC ≥ 1.2 and adjusted *p* value ≤ 0.05. Blue dots indicate DEGs down-regulated in *Egr1* wildtype controls. Red dots indicate DEGs up-regulated in *Egr1* wildtype controls; Black dots indicate no DEGs. **(E)** Heatmap of gene expression profiles for DEGs identified.

In this study, four factors (sex, flop, Nestin-Cre, and the loss of *Egr1* expression) may contribute to hippocampal gene expression changes. Since pairwise comparison is not sufficient to scrutinize the influence of these four factors simultaneously, we adopted a mixed effect model to analyze the hippocampal gene expression profiles from the mice of all four genotypes (Figure 5A). In this mixed model, the combination of Floxp and Nestin-Cre would lead to the loss of *Egr1*. 

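The fixed effects of the model in Fig. 5A, floxP, Nestin-Cre, their product and sex, were fitted to the counts of all 24 mice with edgeR, since the glmmSeq package was not used here. The floxP and Nestin-Cre coefficients are effects averaged over the other factor, and the floxP by Nestin-Cre coefficient is the floxP effect with Nestin-Cre minus the floxP effect without it, divided by 2, so its size is not that of the change in Egr1cKO mice. The paper takes the combination of both factors for the loss of *Egr1*. Genes were called at an adjusted *p* of at most 0.05 over 19742 genes, with no FC minimum. A negative binomial mixed model with a random intercept per mouse (lme4), fitted gene by gene with type II Wald tests, served as an alternative nearer to the paper's and could be fitted for 19738 genes. Its tests used the covariance matrix that the fit itself gives.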

Interestingly, nine genes including *Egr1* were shown to be under the influence of floxP, Nestin-Cre, and Egr1cKO (Figure 5B). 

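*Egr1* was the only gene called under all 3 terms. Its coefficients were −1.83 for floxP (standard error 0.15, adjusted *p* = 7.1e-08), −1.95 for Nestin-Cre (standard error 0.15, adjusted *p* = 1.7e-08) and −1.61 for floxP by Nestin-Cre (standard error 0.15, adjusted *p* = 1.0e-06). When the effect of each factor was taken within the genotypes without the other factor, the *Egr1* coefficient was −0.22 for floxP (adjusted *p* = 0.795) and −0.34 for Nestin-Cre (adjusted *p* = 0.780), and no gene was called under either factor. The lme4 model also called *Egr1* alone under all 3 terms. The test without a filter on low counts moved this number most, to 9 genes.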

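The floxP term called *Egr1* alone, and the Nestin-Cre term called 9 genes, 7 higher and 2 lower in Nes Cre+ mice, while 1086 and 847 genes had an unadjusted *p* under 0.05. Of the 9, all but *Egr1* were called under no other term, and all 8 are in Fig. 5C. Among them, C4b, Hapln1, Aqp4 and Tnc are also in the paper's list of 31 genes for Egr1cKO mice (Fig. 4E). Tgfbi (ENSMUSG00000035493, chromosome 13, 56609523 to 56639562) had a coefficient of 0.82 (standard error 0.15, adjusted *p* = 0.0219) and Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015) 0.66 (0.13, 0.0460). C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882), which encodes a complement protein, had −0.51 (standard error 0.083, adjusted *p* = 0.00684). Of the 18 Nestin-Cre-linked genes of Fig. 5C, 17 had an unadjusted *p* under 0.05 and 17 were called when adjusted over the list alone. Of its 5 floxP-linked genes, all 5 had an unadjusted *p* under 0.05, none was called over all genes (adjusted *p* of 0.841 each) and 5 were called when adjusted over the list alone. The paper chose both lists on these mice, so the counts over the lists are not independent evidence. Leaving out each Egr1cKO mouse in turn gave 5 to 10 genes for Nestin-Cre, with 5 when male replicate 1 or female replicate 3 was left out, and 1 to 2 for floxP, with 2 when male replicate 2 was left out. In these 6 fits C4b was called in 6, Tgfbi in 4 and Tnc in 0.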

Five genes were determined to be specifically associated with floxP genotype and 18 genes were linked to Nestin-Cre (Figures 5B,C). 

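PCA was run on log2(CPM + 1) of the 5 floxP-linked genes of Fig. 5C, of which Slc2a1 is one, in all 24 mice. On PC1, the 12 Egr1 f mice were not fully apart from the 12 Egr1 wt mice, with 97.2% of the pairs in the same order, and they were apart when each gene was scaled to unit variance, but not with the variance stabilizing transformation (93.8% of the pairs) or on CPM without a log (92.4%). For the 18 Nestin-Cre-linked genes, the 12 Nes Cre+ mice lay apart from the 12 Nes Cre- mice on PC1, except on CPM without a log, where 96.5% of the pairs were in order. The genes had been chosen by the paper for a difference between these same mice.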

Further PCA analyses using the expression patterns of these genotype-linked genes are sufficient to separate the mice into groups corresponding to their genotypes (Figures 5D,E). The PC1 variances, the amount of variability in a data set that can be attributed to first principal component, are 79% for floxP-linked genes and 56% for 18 Nestin-Cre linked genes. Therefore, pairwise comparisons are straight forward to identify expression differences between two given groups but a mixed effect model is powerful to reveal underlying changes associated with multiple factors in a complicated experimental design.

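PC1 held 72.1% of the variance of the 5 floxP-linked genes and 50.8% of that of the 18 Nestin-Cre-linked genes. With each mouse left out in turn, these shares had SDs of 1.48 and 1.51 percentage points. CPM without a log moved them most, to 96.2% and 93.9%.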

**Figure 5:**
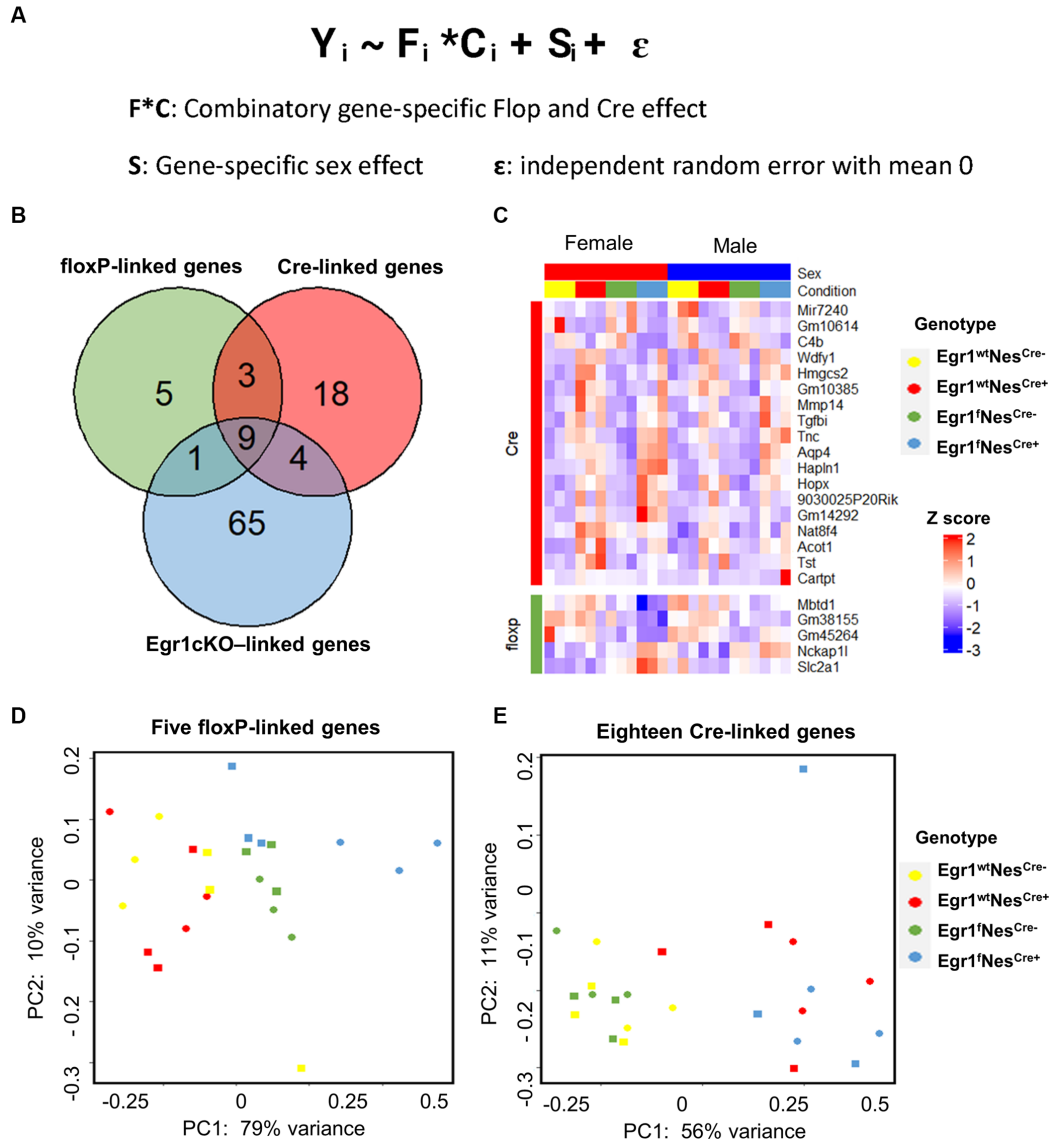
Differential gene expression analysis using a mixed-effects model. **(A)** Formula of mixed-effects model. **(B)** Venn diagram showing the overlapped DEGs identified. **(C)** Heatmap of gene expression profiles for DEGs identified to be linked with floxP or Nestin-Cre. **(D,E)** PCA analyses for five floxP-linked **(D)** and 18 Nestin-Cre-linked genes **(E)**.

Lastly, we examined the influence of *Egr1* loss using mixed model. 

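The floxP by Nestin-Cre term called *Egr1* alone among 19742 genes, and 3637 genes had an unadjusted *p* under 0.05. This count moved more between settings than any other in the factorial model. It was 335 with DESeq2 (254 with a positive and 81 with a negative coefficient), 5 with the lme4 model and 1173 without the filter on low counts, of which 1140 were genes that the filter had kept. With each Egr1cKO mouse left out in turn, it was 1 in all 6 fits. Of the 31 genes of Fig. 4E, 25 had an unadjusted *p* under 0.05 for this term, 1 was called over all genes and 24 when adjusted over the list alone.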

A total of 79 genes were identified with only six overlapped with 31 DEGs determined in pairwise comparison. The overlapped six genes in the two lists includes *Egr1*, Mitogen-activated protein kinases 11 (*Mapk11*), Contactin-associated protein like 5–2 (*Cntnap5b*), Iduronate 2-sulfatase (*Ids*), Tyrosine-protein phosphatase non-receptor type 14 (*Ptpn14*), and Gm42772. 

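Besides *Egr1*, the 5 other genes had an adjusted *p* of 0.159 for the floxP by Nestin-Cre term. Their coefficients were −0.44 (standard error 0.090) for Mapk11 (ENSMUSG00000053137, chromosome 15, 89142486 to 89149628), 0.44 (0.11) for Cntnap5b (ENSMUSG00000067028, chromosome 1, 99772765 to 100485942), 0.20 (0.049) for Ids (ENSMUSG00000035847, chromosome X, 70343069 to 70365084), 0.40 (0.10) for Ptpn14 (ENSMUSG00000026604, chromosome 1, 189728268 to 189876695) and −0.98 (0.25) for Gm42772 (ENSMUSG00000105700, chromosome 5, 49408792 to 49411832). Gm42772 belongs to the TEC class of the annotation, regions with evidence of transcription whose status is still to be tested, and its level of 0.688 ± 0.301 CPM in Egr1cKO mice and 1.74 ± 0.707 CPM in the others is uncertain where it overlaps other transcripts. DESeq2 called Ids (adjusted *p* = 0.0294) and gave no adjusted *p* for the other 4. Over the alternatives other than the lme4 model, the adjusted *p* of Ids ran from 0.00869, without the filter on low counts, to 0.249. The lme4 model called 2 of the 6 genes, *Egr1* included. In the comparison of 6 with 18 mice, the log2FCs were −0.47 for Mapk11, 0.56 for Cntnap5b, 0.28 for Ids, 0.52 for Ptpn14 and −1.34 for Gm42772, with adjusted *p* values between 0.148 and 0.179. All 6 genes were called when adjusted over the list alone, in a list the paper chose on these mice.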

As one of the four p38 MAPKs, MAPK11 (p38β) plays an important role in response to extracellular stimuli. *Cntnap5b* gene encodes an extracellular matrix protein with function as a cell adhesion molecule and has been associated with dyslexia, a learning disability (Pagnamenta et al., 2010). PCA analyses were performed using the expression profiles of two gene lists, the 31 DEGs derived from pairwise comparison and the 79 genes derived from mixed model (Figures 6A,B). We found both gene sets were sufficient to separate the mice into two groups with or without *Egr1* loss. This result indicated that pairwise comparison and mixed model are useful for the identification of genes which might be associated with *Egr1* loss.

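PCA of log2(CPM + 1) of the 31 genes of Fig. 4E placed 67.2% of the variance on PC1, with an SD of 1.32 percentage points when each mouse was left out in turn. The 6 Egr1cKO mice lay on one side of the other 18 on PC1, and they did so under each of the 4 alternatives. Leaving out *Egr1* moved the share most, to 57.8%. The 79 genes of the mixed model were not analysed here.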

**Figure 6:**
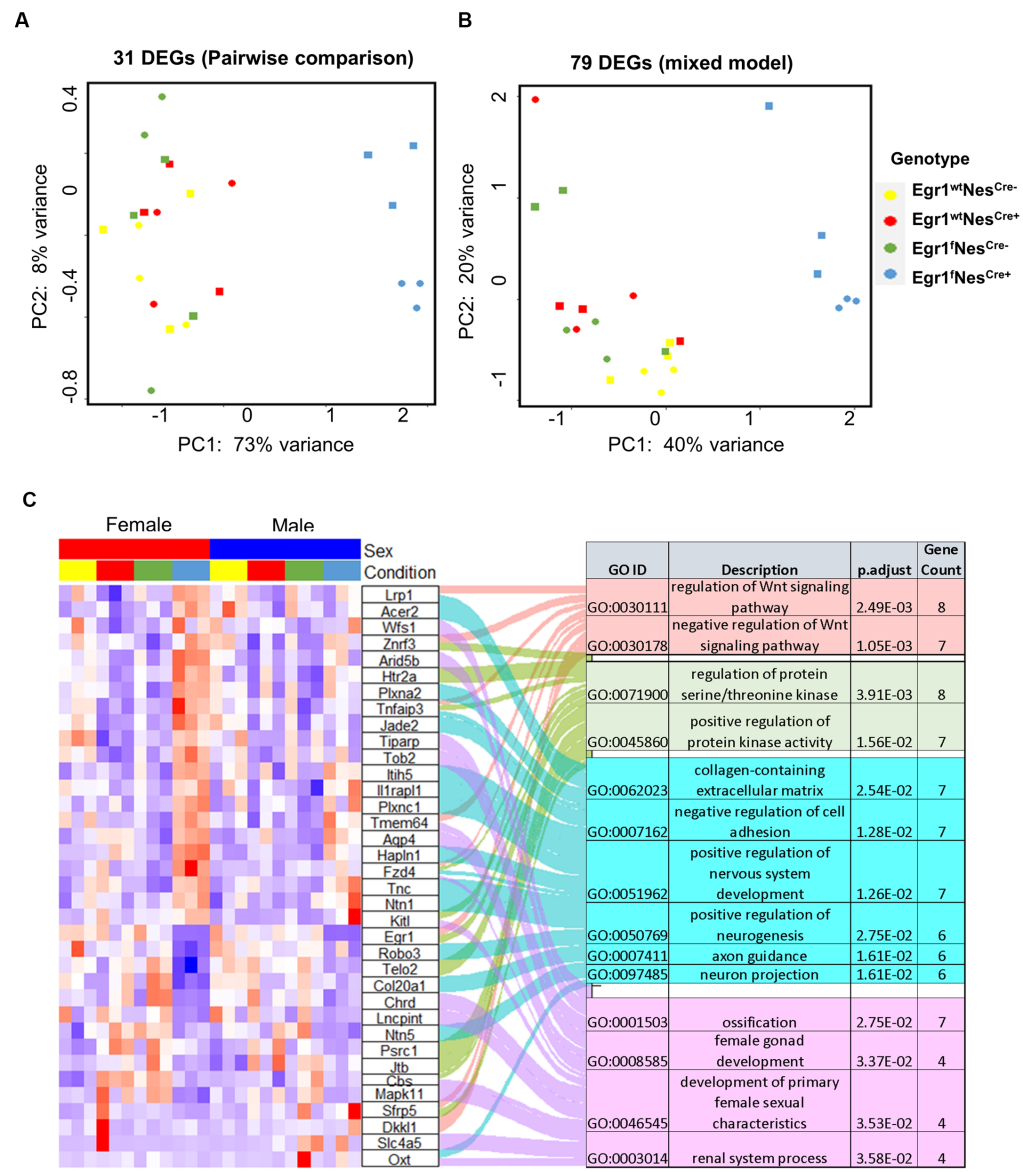
Differential expressed genes associated with Egr1cKO. **(A,B)** PCA analyses for 31 DEGs identified by pairwise comparison **(A)** and 79 DEGs identified by the mixed model **(B)**. **(C)** Heatmap of gene expression profiles for DEGs identified to be enriched in GO biological processed.

Further GO analysis for biological processes indicated that the union set of 104 DEGs linked to *Egr1* conditional knockout were enriched for Wnt signaling pathway, regulation of protein serine/threonine kinase activity, extracellular matrix components, axon guidance, and development of nervous system (Figure 6C). 

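Gene Ontology annotation was not used here, and 3 gene families chosen by their symbols were tested in its place. The camera test of limma compared each family with the other genes between the 6 Egr1cKO mice and the other 18. The 81 Wnt signaling genes had a median log2FC of 0.073, with 55 higher and 26 lower in Egr1cKO mice, and a *p* of 0.00126. The 115 extracellular matrix genes had a median of 0.078, with 70 higher and 45 lower, and a *p* of 0.000665. The 98 axon guidance genes had a median of 0.12, with 75 higher and 23 lower, and a *p* of 1.8e-06. Adjusted over the 3 families, the values were 0.00126, 0.000997 and 5.4e-06. Camera was run with a preset correlation between genes of 0.01. With the correlation estimated from the data, the values adjusted over the 3 families were 0.0340 for Wnt signaling, 0.156 for extracellular matrix and 0.0525 for axon guidance, and with fry, a rotation test, they were 0.00723, 0.108 and 0.0196. The call thus held for Wnt signaling under both, for axon guidance under fry and for the extracellular matrix under neither. Under the floxP by Nestin-Cre term, camera gave adjusted values of 0.0571 for Wnt signaling, 0.680 for extracellular matrix and 2.1e-05 for axon guidance. Among the members, 4 Wnt signaling, 4 extracellular matrix and 5 axon guidance genes are ones that the paper lists from these mice. The median changes are small beside that of *Egr1*, and the paper's union of 104 genes was not analysed here. Log2FCs between the 6 and the 18 mice also rose with exonic length across genes (Spearman rho 0.325). How far this trend adds to the shifts of the families was not tested. Of the 36 genes of Fig. 6C, 35 could be tested between the 6 and the 18 mice, and 26 had an unadjusted *p* under 0.05, 1 was called over all genes and 25 when adjusted over the list alone, in a list chosen on these mice. The paper states that the enriched processes are not independent of each other and, together with published work on Wnt signaling and EGR1, proposes from them that *Egr1* regulates Wnt signaling in different types of cells.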

Interestingly, these biological processes are not independent from each other. Wnt signaling has been shown to be a critical pathway regulating neuronal extracellular matrix expression and axon terminal expansion (Wehner et al., 2017; Stanganello et al., 2019). On the other hand, the composition of extracellular matrix could dictate Wnt expression (du et al., 2016). Extracellular matrix molecules are key components in the formation of axonal tracts and both biological processes are involved in neuronal maturation and synaptogenesis (Barros et al., 2011). EGR1 is able to activate the Wnt/beta-catenin, promotes oncogenesis in tumoral cells (Zhang et al., 2021) but induces apoptosis in leukemia cells (Ma et al., 2020). Together with these findings, our results support that *Egr1* gene may regulate Wnt signaling in different types of cells to achieve distinct functions. Altogether, our study reported the indispensable role of *Egr1* in the regulation of Wnt signaling, extracellular matrix, and axon guidance in neuronal cell lineage. This provides an important mechanistic view on how *Egr1* contributes to synaptogenesis, neuron migration, and maturation.

## Discussion

The Nestin-Cre transgenic mice have been widely used to study gene functions in the central nervous system. However, previous studies report that Nestin-Cre driver mice have reduced growth rate and altered behavioral responses to stress (Declercq et al., 2015). Here we report that, a Nestin-Cre driver crossed to a floxed Egr1 mouse successfully abolished *Egr1* expression in hippocampal cells. Both *Egr1* loss and Nestin-Cre driver are associated with behavior abnormalities in transgenic mice. Previous studies found that complete Egr1KO mice have abnormal spatial memory and impaired contextual fear memory. Therefore, we performed a battery of behavior tests to monitor their responses to stress, learning, and memory. In this study we observed Egr1cKO driven by Nestin-Cre, pain responses and spatial novel object memory were not altered. Egr1cKO had some exploratory anxiety associated differences between sex, but these are difficult to interpret given the effects on activity in the open field. There was a clear behavioral difference between sexes and genotypes during the training and testing sessions for the contextual fear conditioning task. The males froze more during the context test than females, and the Egr1cKO group in both sexes froze more than controls. The Wnt signaling pathway in the hippocampus has been identified as a key driver of social avoidance in male mice following defeat stress (Wilkinson et al., 2011), along with other neuropathic disorders specifically in the hippocampus (Hussaini et al., 2014). Our study suggests that Egr1cKO could lead to abnormal Wnt signaling therefore causing behavioral changes that influence anxiety. Future study to define specific pathways linked with *Egr1* and Wnt signaling pathway should be conducted to further understand the links between molecular and behavior changes.

Our IHC and western blot results demonstrated that EGR1 was largely depleted from the Egr1cKO brain using the Nestin-Cre Loxp system. However, such a knockout is not hippocampal specific and brain regions other than hippocampus contribute to behavior responses. This limits our ability to interpret behavior changes observed with hippocampal gene expression analysis alone. In addition, *Egr1* is known to have a decreased expression in the brains of schizophrenia patients (Kimoto et al., 2014; Gallo et al., 2018). However, the blood samples from the sample patients with lower brain *Egr1* expression, showed an increase expression of *Egr1* (Kurian et al., 2011; Cattane et al., 2015). Such a phenomenon could be resulted from the attempt of our bodies to compensate for lower brain *Egr1* expression. Thus, other unknown compensatory mechanisms for the decreased expression of *Egr1* may exist and warrant further investigation.

To our knowledge, this is the first study systematically analyzing transcriptomes of Egr1cKO mice together with Cre, floxP, and wild type controls. Between the two sexes, only a handful genes were found to be differentially expressed in mouse hippocampus and the presence of Nestin-Cre or floxP loci alone did not introduce substantial changes. Notably, for 22 out of 24 mice used in this study, we have performed transcriptomic analysis for pituitary tissues as well. A total of 217 genes were identified to be differentially expressed between male and female pituitary tissues in wild type controls and such a number increased to approximately 2,000 in Egr1^f^Nes^Cre+^ mice (Swilley et al., 2023). Nestin-Cre or floxP alone showed significant influence on pituitary sex-linked gene expression patterns as well. Such a tissue-specific difference in sex-linked gene expression patterns observed in our studies raised an issue that some conclusions derived from transgenic mice may not be able to be generalized to both sexes and across tissues.

Despite using both pairwise comparison approach and a mixed effect model, we were only able to identify a small number of DEGs in hippocampus associated with distinct genotypes. In addition, a small fraction of overlapped DEGs was detected by both approaches indicated that the transcriptomic influence of *Egr1* loss in neuronal lineage cells is subtle at whole tissue level or covered by the transcripts derived from other types of cells present in hippocampus. Single cell RNAseq in future may help to provide a more complete picture. Regardless, for Egr1cKO, GO term analysis was able to identify several major biological processes enriched for the list of differentially expressed genes. Future studies would be desired to gain a better understanding of the functions of *Egr1* in distinct neuronal types when animals performing diverse memory tasks.

## Conclusion

Altogether, our results support that Nestin-Cre driver can efficiently remove *Egr1* genes in neuronal lineage cells in hippocampal cells. RNA-seq analysis revealed that Wnt signaling, and axon guidance pathways were disrupted by Egr1cKO. In addition, sex differences in behavior and gene expression were observed in the Egr1cKO mice and female mice are more sensitive to the loss of *Egr1* gene.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232396.

## Ethics statement

The animal study was approved by Institutional Animal Care and Use Committee at Virginia Tech (Blacksburg, VA, USA). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

CS and HX conceived the experimental design. CS and ML were responsible for animal breeding and genotyping PCR. ML was responsible for the RNA isolation. CS was responsible for all behavioral experiments with guidance from GH and TJ, CS, and XX were responsible for immunohistochemistry. YZ and YL were responsible for mRNA-seq data processing and conducted the statistical evaluation. CS, GH, TJ, and HX interpreted the results and drafted the manuscript. All authors discussed the results, read, and edited the manuscript, and approved the final manuscript.

## Abbreviations

*Egr1*: Early growth response 1
*Egr1*cKO: Early growth response conditional knockout
LTD: Long Term Depression
LTP: Long Term Potentiation
EPM: Elevated Plus Maze
CFC: Contextual Fear Conditioning
PCA: Principal component analysis
GO: Gene Ontology
DEGs: Differential Expressed Genes

How the deposited data were processed for this re-analysis (not part of the article)

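Hippocampal RNA of 24 adult mice was measured, 3 females and 3 males of each of the genotypes Egr1 wtNes Cre-, Egr1 fNes Cre-, Egr1 wtNes Cre+ and Egr1 fNes Cre+. Sex, genotype and replicate number of each mouse came from the sample labels, with genotype names after the paper. The labels carry mouse numbers from 2 separate ranges, 1 for the Egr1 wt and 1 for the Egr1 f mice, so a difference between Egr1 f and Egr1 wt mice cannot be told apart from a difference between these series of mice. The authors extracted RNA with the RNeasy kit, had libraries made and sequenced in paired-end mode on the NovaSeq platform, trimmed the reads with Trim Galore 0.6.5, and mapped them to the mm10 genome and counted them per gene with STAR 2.7.3a. The labels describe the libraries as non-stranded. The authors deposited these counts as whole numbers per gene and mouse, without normalization, for 36605 genes listed by Ensembl identifier. All 24 columns of the table were used. The gene annotation used for counting is not named in the paper's text.

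From these counts the totals per mouse were computed, which ran from 18025168 to 34955004 with a median of 22743950.5. Symbols, positions, biotypes, exonic lengths and GC contents came from GENCODE M21 on GRCm38, the assembly also called mm10, which gave a symbol for 36493 of the genes. No 2 mice of a group had counts that differed by less than the sampling noise, so each mouse was counted as 1 replicate. Reads of overlapping and antisense genes cannot be separated in non-stranded libraries, and genes of the TEC class, transcribed regions still to be tested by experiment, often overlap introns of other genes, so their levels are uncertain.

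Levels are CPM, counts scaled to the size of each library, with TMM factors from the 19742 genes kept over the 24 mice by edgeR's filterByExpr with a minimum count of 10. Differences were tested on the deposited counts in R 4.3.3 with edgeR 4.0.16, using TMM normalization, filterByExpr on the mice compared and the quasi-likelihood F test, with Benjamini-Hochberg adjustment. A standard error is the size of the log2FC divided by the square root of F. DEGs were counted at an FC of at least 1.2 and an adjusted *p* of at most 0.05. Each pairwise comparison used only the mice it is about. The paper's mixed model was represented by its fixed effects, floxP, Nestin-Cre, their interaction and sex, with sum-to-zero coding, and genes were called at an adjusted *p* of at most 0.05. A change of the sex difference in Egr1cKO mice was tested as an interaction over 8 group means. Gene families were tested with camera of limma 3.58.1 at a correlation of 0.01, with log2 CPM values and voom weights. Principal components were computed on log2(CPM + 1) of centred genes. Permutation tests of 1 value were two-sided, exact where a group had fewer than 10 mice and the splits could be listed, and otherwise from 100000 draws.

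The alternatives, the rule for naming genes, the gene families and the marker lists were set before the data were examined. The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, no FC minimum or an FC minimum, a shared fit of all 24 mice, the replicate number as a block, sex or genotype as a covariate, other sets of control mice, another coding of the factors, a negative binomial mixed model fitted with lme4 1.1.37 and tested with car 3.1.3, other gene set tests, other scales and pseudocounts, and mice left out in turn. Each alternative was run for some of the results only. In comparisons of 3 mice with 3 each of the 6 was left out, in those of Egr1cKO mice, the interaction with sex and the factorial model only Egr1cKO mice were, and in the PCA of listed genes each of the 24 was. A DESeq2 fit shared by all 24 mice, limma-voom, the mean level of TEC genes as a covariate, DESeq2 without its replacement of outlying counts and PCA of the 500 most variable genes were added after the data were seen. The covariance matrix behind the lme4 tests was also changed after first values were seen, because the numerical derivatives used at first gave *p* values that changed between runs.

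The rule for naming genes covers every gene that the paper's results text names, the genes of its figures as counts and ranges or where their direction or call differs from the paper, and in each comparison the 3 largest rises and 3 largest falls among called genes whose groups do not overlap. Marker lists of the choroid plexus, hypothalamus, thalamus, striatum, blood and meninges, and lists of genes that respond to glucocorticoids, genes induced by neuronal activity and genes that differ between C57BL/6N and C57BL/6J mice, served to test explanations. Some genes that the rule or the lists cover are not reported here.

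The tests were checked on simulated data, with counts drawn for 19742 genes from the means and library sizes of these mice and 200 genes changed 2-fold. The changed genes were drawn from those above 1 CPM. The shares called therefore do not cover changes under 2-fold or genes at lower levels. For the interaction of floxP and Nestin-Cre, edgeR called 81.5% of the changed genes with 9 false calls and DESeq2 85.5% with 28, and the lme4 model, run on 400 genes, called 96.5% with 8. Those 400 genes held all 200 changed genes, and the lme4 values were adjusted over them alone. This is a more lenient setting, so the lme4 values cannot be compared with those of edgeR and DESeq2. For 3 mice against 9, edgeR called 81.5% with 4 false calls, DESeq2 84.5% with 28 and limma-voom 77% with 6. Simulated counts have no shared deviation of many genes in 1 mouse. Gene Ontology enrichment, the paper's 79 genes of the mixed model, the behavior tests, immunohistochemistry and western blots were not analysed here.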

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

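For 16 genes that the paper's results text names, other genes named here not being included, each genotype was looked at for a mouse far from the other 5, and 8 of 64 combinations of gene and genotype held one, where 3.2 are given by chance. Males and females were pooled for this, so a sex difference can add to the distance. The tests of choroid plexus tissue and of TEC genes were chosen only after the result they bear on was seen, apart from the test of TEC genes in the 12 males, and how the TEC tests were to be read was changed after their first values were seen.

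Ttr stood at 1907 CPM in 1 female Egr1 wtNes Cre+ mouse (replicate 1), with the next mouse of that genotype at 290 CPM, and at 1030 CPM in 1 male Egr1cKO mouse (replicate 2), with the next at 35.6 CPM. In the same 2 mice Slc4a5 was at 12.6 CPM (the next at 2.15) and at 7.24 CPM (the next at 0.467). Of 19 other genes listed as markers of the choroid plexus, 18 had their highest level of all 24 mice in that female. The 5 most abundant there were Kl at 72.1 CPM (median of the 24 mice 25.2), Ace at 33.7 (8.62), Prlr at 24.0 (4.53), Clic6 at a level between those of Prlr and Tmem72 (1.75), and Tmem72 at 20.7 (0.321). In the Egr1cKO male these 5 ranked from 2 to 3 among the 24 mice, with Kl at 64.1 and Ace at 18.9 CPM. The remaining marker was highest in a male Egr1 fNes Cre- mouse (replicate 3). Of the 19 genes, 9 were above 1 CPM in the median mouse, so the hippocampal samples hold some of these transcripts in general. A candidate explanation is that choroid plexus tissue, which borders the hippocampus, was carried along in some dissections. A biological change of these genes in single mice stays open, since nothing in the design separates these mice from others of their group.

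Col5a3 was at 5.13 CPM in 1 male Egr1 wtNes Cre- mouse (replicate 3), with the next at 3.58 CPM, and at 6.33 CPM in Egr1cKO male replicate 3, with the next at 2.96 CPM. Plin4 was at 17.2 CPM in 1 female Egr1 fNes Cre- mouse (replicate 3), with the next at 8.01 CPM, and Slc2a1 at 90.2 CPM in 1 male Egr1 wtNes Cre- mouse (replicate 2), with the next at 58.8 CPM. No explanation, technical or biological, was tested for these 4 values.

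Muc3a differed between the sexes in Egr1cKO mice more than in the other genotypes, with an interaction of −1.66 on the log2 scale. As many calls for this interaction as the 1 found were given by 4 of 100 splits that exchanged the mice between groups, the real one included. These splits mixed the sexes and the genotypes within groups, so they do not isolate the interaction. The interaction was not called in 5 of the 6 fits that left out an Egr1cKO mouse, where its coefficient stayed between −1.85 and −1.46. A biological interaction of sex and *Egr1* loss stays open.

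Between the 3 Egr1cKO females and the 9 other females, a comparison the paper does not report, 150 genes were DEGs, 66 higher and 84 lower, against 1 gene, *Egr1*, in males. The numbers with an unadjusted *p* under 0.05 were 3335 of 18870 genes in females and 737 of 18430 in males. Of the 150, 120 were protein-coding, 10 belonged to the TEC class and 2 lie on sex chromosomes. The 3 largest rises among genes whose groups did not overlap were AC160336.1 (ENSMUSG00000115801, chromosome 14, 44544055 to 44637201), a long noncoding RNA gene, with a log2FC of 4.54 (standard error 0.69, adjusted *p* = 0.0145), Gm26793 (ENSMUSG00000096999, chromosome 7, 144894560 to 144897461), an antisense gene, with 3.59 (0.72, 0.0351), and Nostrin (ENSMUSG00000034738, chromosome 2, 69135800 to 69189330) with 1.24 (0.28, 0.0478). AC160336.1 reached at most 0.274 CPM and Gm26793 at most 0.213 CPM in the other females, so the sizes of these 2 changes rest on few counts and are uncertain. AC160336.1 was at 1.30 ± 0.053 CPM in Egr1cKO females (n = 3) and 0.0532 ± 0.0898 CPM in the others (n = 9), and Nostrin at 5.26 ± 1.94 and 2.24 ± 0.763 CPM. Of the largest falls, Gm5898 (ENSMUSG00000081788, chromosome 7, 63542479 to 63544549), a processed pseudogene, had a log2FC of −3.55 (standard error 0.55, adjusted *p* = 0.0157), while the TEC genes Gm38148 (ENSMUSG00000103161, chromosome 1, 3592892 to 3595903) and 9630050E16Rik (ENSMUSG00000115275, chromosome 14, 45484645 to 45492085) were at or near 0 CPM in the Egr1cKO females and at 0.581 ± 0.444 and 0.555 ± 0.266 CPM in the others. Gm26793, the pseudogene and the TEC genes can share reads with overlapping or similar genes, and their values are uncertain.

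These 150 calls depended on few mice and on settings. Each of the 3 fits without 1 Egr1cKO female gave 3 DEGs. With limma-voom, chosen after seeing the data, the count held at 131, of which 117 were among the 150. The balance of directions did not hold there, with 77 higher and 54 lower. Of 100 splits of the 12 females into 3 and 9, 1 gave as many as 150, the real one. Removing a GC trend from each library gave 265 DEGs, 146 of them among the 150, and removing a trend with exonic length gave 207, with 129 shared, so neither trend accounts for most of the calls. The level of TEC genes, which tracks unspliced and nuclear RNA, was lower in Egr1cKO females, with a median log2FC of −0.505 over 923 TEC genes, of which 733 were lower, against a median of 0.0038 over protein-coding genes. Of 10000 random gene sets matched on expression, 95% had medians from −0.24 to −0.17, so part of the shift is shared by other genes at these levels. The mean TEC level differed by −0.51 (exact permutation test, two-sided, *p* = 0.00909), and in males by −0.067 (exact permutation test, *p* = 0.527). With the TEC level as a covariate, 2 DEGs were left. Since that level separates the Egr1cKO females from the others almost as the genotype does, the covariate can also take up effects of the genotype. It did not remove the fall of *Egr1*, whose log2FC was −3.64 with the covariate and −3.39 without it. The log2FC of Cntnap5b shrank, to 0.40 with the covariate from 0.72 without it. In the 12 males, which did not enter these calls, the mean level of 139 of the called genes that are not TEC genes, taken in the direction of the female change, had a Pearson r of −0.12 with the TEC level (permutation *p* = 0.711) and a Spearman rho of −0.11 (*p* = 0.748). Without the 2 males farthest from the median TEC level r was −0.36, and it was −0.016 in the 6 Egr1 wt and −0.070 in the 6 Egr1 f males. A difference in the share of unspliced RNA between the female samples and an effect of *Egr1* loss in females cannot be told apart here, because the TEC level is confounded with the genotype in females and the males show no relation past its spread either way. The other females also include Egr1 wt mice, whose numbers come from a separate range, and mice without Nestin-Cre. Effects of floxP, Nestin-Cre and the series of mice are therefore not separated from *Egr1* loss in these calls. The female comparison was not run against a single control genotype. An effect of *Egr1* loss that is larger in females may underlie the calls, and it remains a hypothesis.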

How the results depend on the processing

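*Egr1* itself was lower in Egr1cKO mice under every alternative run, with log2FCs from −3.67 to −3.48 over the 6 fits that each left out 1 Egr1cKO mouse. DESeq2's size factors in edgeR were run for the DEGs between the sexes, for floxP and Nestin-Cre in each sex and for Egr1cKO mice against the other 18, and moved none of these counts by more than 1.5 times. The same held for the removal of the FC minimum in these comparisons and for Egr1cKO mice within each sex, and for an added FC minimum in the factorial model. The Wnt signaling and axon guidance families kept an unadjusted *p* of at most 0.05 under each of their 7 alternatives, with highest values of 0.0381 and 0.0350. Adjusted over the 3 families, however, Wnt signaling had a *p* of 0.0571 for floxP by Nestin-Cre and axon guidance 0.0525 with an estimated correlation, so each call was lost under 1 alternative. Over the genes named in the text and all their alternatives, 914 values kept their direction and their side of the threshold, 60 passed the threshold only under the alternative, 87 passed it only in the reported test and 11 changed direction. For the changes that follow, the cause was not tested unless it is stated.

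With DESeq2, the DEGs between the sexes rose from 7 to 11 in Egr1 wtNes Cre-, from 6 to 15 in Egr1 fNes Cre- and from 11 to 52 in Egr1 fNes Cre+ mice. Those for floxP rose from 0 to 3 in males and from 2 to 35 in females, those for Nestin-Cre in females from 0 to 57, those of Egr1cKO mice from 1 to 42, those of Egr1cKO females from 150 to 670 and those of the interaction with sex from 1 to 5. In the factorial model floxP went from 1 to 9, Nestin-Cre from 9 to 18 and floxP by Nestin-Cre from 1 to 335. DESeq2 without its replacement of outlying counts, chosen after seeing the data, also gave 42 for Egr1cKO mice. A DESeq2 fit shared by all 24 mice, chosen after seeing the data, gave 38 between the sexes in Egr1 fNes Cre+ mice, 0 for floxP and 1 for Nestin-Cre in females.

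Without the filter on low counts, the DEGs between the sexes numbered 34, 73, 58 (from 6) and 296 in Egr1 wtNes Cre-, Egr1 fNes Cre-, Egr1 wtNes Cre+ and Egr1 fNes Cre+ mice. They were 56 and 23 for floxP and Nestin-Cre in males (from 0 each), 220 and 236 in females, 7 for Egr1cKO mice, 286 in Egr1cKO females, 2 in Egr1cKO males (from 1) and 146 for the interaction with sex. The factorial model gave 97 for floxP, 191 for Nestin-Cre and 1173 for floxP by Nestin-Cre. Most of the added calls were genes that the filter had kept, so the genes that only this setting tested do not account for most of them.

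Mice with the same replicate number did not deviate together. Over 84 pairs of mice from different groups with the same number, the mean correlation of their deviations was −0.0025, from −0.146 to 0.223, so the numbers are not treated as pairs. With the replicate number as a block, the DEGs were 17 between the sexes in Egr1 fNes Cre- mice and 8 in Egr1 fNes Cre+ mice, 1 for floxP in males, 0 for floxP in females, 17 in Egr1cKO females and 0 for the interaction with sex.

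A shared edgeR fit of all 24 mice gave 0 DEGs for floxP in females. For Egr1cKO mice, sex as a covariate gave 3, Egr1 fNes Cre- controls alone gave 3, limma-voom, chosen after seeing the data, gave 3 and DESeq2 with the TEC level as a covariate, also chosen after, gave 4. With the TEC level as a covariate edgeR gave 2 in Egr1cKO females. With Egr1 fNes Cre- mice as the only reference the interaction with sex gave 0, where fewer mice enter. Effects taken within the genotypes without the other factor gave 0 genes for floxP and 0 for Nestin-Cre. The lme4 model gave 16 genes for Nestin-Cre and 5 for floxP by Nestin-Cre. The extracellular matrix family had a *p* of 0.156 with an estimated correlation, 0.108 with fry, 0.131 against Egr1 fNes Cre- controls alone and 0.680 for floxP by Nestin-Cre.

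Each of the 6 mice was left out in turn in the comparisons of 3 with 3, and only Egr1cKO mice were left out in the comparisons of Egr1cKO mice, the interaction with sex and the factorial model. This gave 6 to 9 DEGs between the sexes in Egr1 wtNes Cre-, 6 to 24 in Egr1 fNes Cre-, 6 to 6 in Egr1 wtNes Cre+ and 6 to 48 in Egr1 fNes Cre+ mice. The ranges were 0 to 17 for floxP and 0 to 8 for Nestin-Cre in males and 0 to 1136 and 0 to 33 in females. Without 1 Egr1cKO mouse they were 1 to 215 for Egr1cKO mice (6 fits), 3 to 3 in Egr1cKO females (3 fits), 1 to 2 in Egr1cKO males (3 fits), with 2 when replicate 1 was left out, and 0 to 1 for the interaction with sex (6 fits). They were 1 to 2 for floxP, 5 to 10 for Nestin-Cre and 1 to 1 for floxP by Nestin-Cre in the factorial model (6 fits). How far these counts rest on single control mice was not tested. The highest counts came without male replicate 1 (Egr1 fNes Cre-) and male replicate 3 (Egr1 fNes Cre+, where the 4 fits without another mouse than male replicates 1 and 3 gave 6) between the sexes, without Egr1 fNes Cre- replicate 1 for floxP in each sex, without Egr1 wtNes Cre+ replicate 2 in males and replicate 1 in females for Nestin-Cre, and without male replicate 3 for Egr1cKO mice. The difference between female and male changes of the listed genes stayed between 0.222 and 0.275.

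The mean and lowest correlation between mice were 0.988 and 0.953 on CPM without a log, 0.983 and 0.977 on log2(CPM + 0.1) and 0.990 and 0.983 over the genes that the filter keeps, where 0.994 and 0.990 were reported. The share of PC1 was 77.0%, 96.2% and 67.1% for the 5 floxP-linked genes with the variance stabilizing transformation, CPM without a log and scaled genes. It was 55.2%, 93.9% and 53.3% for the 18 Nestin-Cre-linked genes and 71.7%, 72.0% and 58.9% for the 31 genes of Fig. 4E, or 57.8% without *Egr1*. The pairs of a female and a male in order on PC1 went from 62.5% over all genes to 100% with the 500 most variable genes and 55.6% without X and Y genes, both chosen after seeing the data. On log2(CPM + 0.1) the difference between female and male changes was 0.389 (permutation *p* = 0.0451).

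In all 11 changes of direction the gene was not called, either in the reported test or under the alternative. Tsc22d3 between the sexes in Egr1 wtNes Cre+ mice went from −0.19 to 0.038 without male replicate 3, with −0.34 at the other end of the fits that left out 1 mouse. For floxP in males, Mfsd2a went from 0.15 to −0.0013 without Egr1 wtNes Cre- replicate 3, with 0.27 at the other end. Slc2a1 went from −0.024 to 0.0081 with the replicate block, 0.032 without Egr1 fNes Cre- replicate 3 and 0.23 without Egr1 wtNes Cre- replicate 2, with −0.14 at the other end. Xdh went from −0.0098 to 0.0056 without the filter, 0.015 with the replicate block, 0.091 without Egr1 fNes Cre- replicate 3 and 0.21 without Egr1 wtNes Cre- replicate 2, with −0.17 at the other end. Hspb8 for Nestin-Cre in males went from 0.013 to −0.060 without Egr1 wtNes Cre+ replicate 3 and −0.015 without Egr1 wtNes Cre- replicate 1, with 0.10 at the other end.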

Differences from the paper's values

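The number of DEGs between the sexes in Egr1 wtNes Cre+ mice was 6, and the paper's value is 10. None of the alternatives set before the data were examined closed the gap, and a DESeq2 fit shared by all 24 mice, chosen after seeing the values, gave 9. In Egr1 fNes Cre+ mice the number was 11 and the paper's value is 41. DESeq2 gave 52 and the edgeR test without male replicate 3 gave 48, while the other alternatives set before did not come within 1.5 times, and the shared DESeq2 fit, chosen after seeing the values, gave 38. Over the 4 genotypes, 11 genes were called in at least 1, and the paper's value is 44. DESeq2 gave 64, the other alternatives set before did not close the gap, and the shared DESeq2 fit, chosen after seeing the values, gave 40. Of autosomal genes called in Egr1cKO mice alone there were 4, and the paper's value is 21. No alternative set before closed this gap, as DESeq2 gave 43 and the others 2 to 237. The shared DESeq2 fit, chosen after seeing the values, gave 30. The paper's own counts, 41 DEGs in Egr1cKO mice and 10 of 44 on the sex chromosomes, leave more than 21 for the autosomes. The size of this gap is therefore uncertain.

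For floxP and Nestin-Cre in females together, 2 genes were DEGs and the paper's value is 6. No alternative set before the data were examined came within 1.5 times. The adjusted *p* was 0.412 for Mfsd2a (the paper's value is 0.044), 0.233 for Plin4 (0.042 in the paper), 0.412 for Xdh (0.042 in the paper), 0.587 for Hspb8 (0.045 in the paper) and 0.333 for Tiparp (0.003 in the paper). Xdh came within 1.5 times without Egr1 fNes Cre- replicate 1 (0.0536) and Hspb8 without the filter on low counts (0.0379), and no alternative set before did so for Mfsd2a, Plin4 or Tiparp. Several settings gave values at or under 0.05. DESeq2 gave 0.0186 for Mfsd2a, 8.1e-06 for Plin4, 0.0257 for Xdh and 0.000594 for Tiparp. The test without the filter gave 5.4e-05, 4.4e-14, 0.000251 and 1.1e-06 for the same genes. Without Egr1 fNes Cre- replicate 1 the values were 0.0078 for Mfsd2a and 0.00936 for Plin4, and without Egr1 wtNes Cre+ replicate 1 the value for Tiparp was 0.0471. The shared DESeq2 fit, chosen after seeing the values, also called Tiparp. Over all alternatives the highest values were 0.959, 0.638, 0.959, 0.972 and 0.972 for Mfsd2a, Plin4, Xdh, Hspb8 and Tiparp.

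Between Egr1cKO and the other 18 mice, 1 gene was a DEG, 0 higher and 1 lower, and the paper's values are 31, 12 and 19. DESeq2, the tool of the paper's pairwise comparisons, gave 42, 17 and 25, and no other alternative set before the data were examined came within 1.5 times. DESeq2 without its replacement of outlying counts, chosen after seeing the values, gave the same 3 counts.

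In the factorial model, 8 genes were called for Nestin-Cre alone, and the paper's value is 18. DESeq2 gave 17 and the lme4 model gave 15, and no other alternative set before the data were examined came within 1.5 times. For floxP alone 0 genes were called (1086 had an unadjusted *p* under 0.05 for floxP) and the paper's value is 5. For floxP by Nestin-Cre 1 gene was called and the paper's value is 79. No alternative set before closed the latter 2 gaps. The paper places *Egr1* and other genes under all 3 terms, where *Egr1* alone was called here, and the test without the filter called 9 genes under all 3. Of the paper's 18 Nestin-Cre-linked genes, 8 were called, and 14 with DESeq2, 15 with the lme4 model and 15 without the filter. Of its 5 floxP-linked genes, 0 were called, and 1 without the filter. Of the 6 genes the paper finds by both methods, the floxP by Nestin-Cre term called 1, and 2 with DESeq2, 2 with the lme4 model and 6 without the filter.

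The mean correlation between mice was 0.994 and the lowest 0.990 on log2(CPM + 1), and the paper's values are 0.988 and 0.953. On CPM without a log they were 0.988 and 0.953, and no other alternative set before the data were examined reached both. The paper describes 2 groups of mice in a PCA. Over all genes the sexes overlapped on PC1 and PC2, and they were apart on PC1 with the 500 most variable genes, a setting chosen after seeing the data.

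The paper names Neat1 and Col5a3 among the genes that differ between the sexes in Egr1cKO mice. Their adjusted *p* values were 0.121 and 0.555. Neat1 was called with DESeq2 (9.5e-05), without the filter (2.1e-08), without male replicate 1 (0.0170), without male replicate 3 and in the shared DESeq2 fit, chosen after seeing the values, in a range of up to 0.935. Col5a3 was called without the filter (0.000799), in a range of up to 0.943. Fig. 3C marks Tsc22d3 in Egr1 wtNes Cre- mice, where its log2FC was −0.26 with an adjusted *p* of 0.999, and no setting called it. In Egr1 fNes Cre+ mice it was 0.93 with an adjusted *p* of 0.264, and DESeq2 (0.000105), the test without the filter (5.2e-13), the fit without male replicate 3 (0.0457) and the shared DESeq2 fit, chosen after seeing the values, called it, in a range of up to 0.943. Fig. 3C also marks Eif2s3x and Kdm6a in Egr1 fNes Cre- mice, where their log2FCs were 0.46 and 0.52 with adjusted *p* values of 0.999. Eif2s3x was called with the replicate block (0.0396) and Kdm6a without the filter (0.0239), in ranges of up to 1.00. The paper's text, however, counts 6 DEGs in this genotype, and 1 higher and 5 lower genes shared by all genotypes, Xist among them. That leaves no place for Eif2s3x and Kdm6a. The figure and the text of the paper thus differ here, and whether these values differ from the paper's result is open. In the comparison of all females with all males the paper lists Ttr and Slc4a5, which edgeR did not call and DESeq2 did (adjusted *p* = 0.000231 and 0.00378). The paper itself then sets both genes aside, because they varied within the females. DESeq2 without its replacement of outlying counts, chosen after seeing the data, gave no adjusted *p* for either. The paper also names 6 genes found both in the pairwise comparison of Egr1cKO mice and in the mixed model. Other than *Egr1*, Mapk11, Cntnap5b, Ids, Ptpn14 and Gm42772 were not called here in either. In the comparison of 6 with 18 mice DESeq2 called all 5, with and without its replacement of outlying counts, and edgeR without Egr1cKO male replicate 3 called Mapk11, Cntnap5b (0.0289) and Ids. The highest values over the alternatives were 0.803, 0.884, 0.642, 0.510 and 0.803. For floxP by Nestin-Cre the test without the filter called all 5 (1.3e-07, 0.000145, 0.00869, 1.3e-05 and 0.0024) and DESeq2 called Ids. The ranges, which leave out the lme4 model, went up to 0.249. The lme4 model called 2 of the 6 genes, *Egr1* included.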

Other observations

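The tests of TEC genes, library size, the striatum, glucocorticoid response, neuronal activity and mouse substrain were chosen only after the result they bear on was seen, and how the tests of TEC genes, the striatum, the response lists and the mouse substrain were to be read was changed after their first values were seen.

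Each comparison was repeated on other splits of the same mice into groups of the same sizes. Between the sexes, as many DEGs as in the real split were given by 3 of 10 splits in Egr1 wtNes Cre-, 2 of 10 in Egr1 fNes Cre-, 1 of 10 in Egr1 wtNes Cre+ and 1 of 10 in Egr1 fNes Cre+ mice, the real one included, and by 1 of 100 over all 24 mice. One split in wild type gave 103. With 3 mice against 3 the share cannot go below 0.1, so these counts decide nothing for a single genotype. For floxP in males and for Nestin-Cre in males and in females, where the real split gave 0 DEGs, the count was 10 of 10, and for floxP in females, with 2 DEGs, it was 4 of 10, with 57 DEGs in the largest. For the 6 Egr1cKO mice against 18, 9 of 100 splits gave at least the 1 DEG of the real one, with 756 in the largest, and with DESeq2, 3 of 60 splits gave at least 42. In males, 9 of 100 splits gave at least 1 DEG. In the factorial model, 5 of 100 splits gave as many genes for floxP, 4 of 100 for Nestin-Cre and 3 of 100 for floxP by Nestin-Cre, and with DESeq2, the real split was the only 1 of 40 with as many as 335. Each of these counts includes the real split. The splits of the factorial model exchanged the mice over sex and both factors at once, so they do not isolate a single term.

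In the reported test more genes were DEGs between the sexes in Egr1cKO mice (11) than in each of the other genotypes (6 or 7), but not under every setting. With the replicate block there were 8 in Egr1cKO and 17 in Egr1 fNes Cre- mice, and 4 of the 6 fits that left out an Egr1cKO mouse gave 6. Removing a GC trend from each library left 10 of the 11 DEGs, and removing a trend with exonic length left 11 of 11. The mean total count of the females was 1.06 times that of the males, and the totals of the 2 groups overlapped. These 3 values argue against GC content, gene length and library size as the whole cause. Of the 11 DEGs, however, 7 lie on the sex chromosomes, Xist and Y genes among them, which such a trend could hardly remove. The first 2 values therefore bear only on the 4 autosomal genes. All 4 stayed when the length trend was removed, and which gene was lost with the GC trend is not given. TEC genes had a median log2FC of −0.297 in females against males of this genotype, with 401 of 563 lower, and of −0.042, 0.12 and 0.17 in Egr1 wtNes Cre-, Egr1 fNes Cre- and Egr1 wtNes Cre+ mice. Each of these medians lay outside 95% of 10000 random gene sets matched on expression, which ran from −0.19 to −0.10 in Egr1cKO mice, and the difference in mean TEC level of −0.35 had an exact permutation *p* of 0.1, the smallest for 3 against 3, so a difference in unspliced RNA and an effect of sex cannot be told apart in this genotype with 3 mice per sex.

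Leaving out Egr1cKO male replicate 3 raised the DEGs of Egr1cKO mice against the other 18 from 1 to 215. Of 10 genes listed as markers of the striatum, 4 had their highest level of all 24 mice in this male and 3 in male Egr1 fNes Cre- replicate 3. Of the more abundant of the 10 in this male, Pde10a was at 90.8 CPM (median of the 24 mice 96.6), Ppp1r1b at 60.0 (28.2), Rgs9 at 14.3 (14.1), Tac1 at 10.6 (5.87) and Drd1 at 9.83 (4.20). Of the 10 genes, 8 were above 1 CPM in the median mouse. Tissue from outside the hippocampus in this sample and a true difference of this male cannot be told apart, because some of the abundant markers were raised and others stayed at the median. Of the other lists, 3 of 8 detected hypothalamus markers were highest in this same male, 3 of 10 thalamus markers in female Egr1 wtNes Cre+ replicate 1, 2 of 5 detected blood markers in male Egr1 fNes Cre- replicate 2, and 6 of 11 meninges markers in female Egr1 wtNes Cre- replicate 3. Above 1 CPM in the median mouse were 3 of the hypothalamus, 9 of the thalamus, 5 of the blood and 10 of the meninges markers, and no explanation was tested for these 4 lists.

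For female Egr1 fNes Cre- against wild type mice, 15 activity-induced genes other than Npas4, which is a DEG, had a median log2FC of −0.499, with 12 lower and 3 higher. Their mean level did not overlap between the 3 and 3 mice (exact permutation *p* = 0.1, the smallest possible). Of 14 glucocorticoid-responsive genes 12 were higher, with a median of 0.27, and their mean levels overlapped (exact permutation *p* = 0.2). A lower neuronal activity before death in these females may have contributed to their differences from wild type, which is a hypothesis found on these mice, and a glucocorticoid response stays open with 3 mice per group. Both also cannot be separated from the series of mice, since the Egr1 f and Egr1 wt mice have their numbers from separate ranges. In Egr1cKO females against males, 15 of 16 activity-induced genes were higher with a median of 0.46 and 14 of 14 glucocorticoid-responsive genes with a median of 0.50 (exact permutation *p* = 0.1 each). In Egr1cKO females against the other females, the medians were 0.10 (*p* = 0.264) and 0.37 (*p* = 0.0818, both exact permutation tests).

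Wdfy1, one of the genes listed as differing between C57BL/6N and C57BL/6J mice, had a Nestin-Cre coefficient of 0.51 in the factorial model (standard error 0.11, unadjusted *p* = 0.000108, adjusted *p* = 0.145). The paper lists the floxed strain as C57BL/6N and the Nestin-Cre line as a B6 strain of the Jackson Laboratory. Of the 5 other genes of the list, 0 had an unadjusted *p* under 0.05 for this factor, and Nnt, a gene disrupted in C57BL/6J, had a coefficient of 0.069 (standard error 0.32) and levels from 0.0548 to 1.69 CPM over the mice. Crb1 had a coefficient of 0.47 (standard error 0.28, unadjusted *p* = 0.108). A difference in substrain and another effect of the Nestin-Cre line cannot be told apart for these genes, because the genes are few, Nnt is at low levels and the standard error for Crb1 is large.

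Separation of groups by PCA on genes selected for those groups was tested with random choices of 6 of the 24 mice. For each of 100 choices, the 31 genes with the smallest edgeR *p* were taken, and in 58 of them the 6 mice lay on one side of the other 18 on PC1. The median share of PC1 was 48.1%, against 71.6% for the 31 genes selected in this way for the Egr1cKO mice. Over the random choices the share ran from 32.6% to 91.9%, which holds the value for the Egr1cKO mice. Selection of the genes may therefore account for the separation.

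The 31 genes of Fig. 4E were set against the TEC level among the 18 mice that keep *Egr1*, as the TEC genes also had a median log2FC of −0.20 in Egr1cKO mice against these 18, with 591 of 837 lower (difference in mean level −0.29, permutation *p* = 0.00891) where 95% of random gene sets matched on expression had medians from −0.094 to −0.040, and of −0.019 in males, with 426 of 821 lower. The mean level of the 26 listed genes other than *Egr1* and TEC genes, in the direction of the Egr1cKO change, had a Pearson r of −0.327 with the TEC level (permutation *p* = 0.186) and a Spearman rho of −0.33 (*p* = 0.176). Without the 2 mice farthest from the median TEC level r was −0.36, and it was −0.32 in the 12 Egr1 wt and −0.64 in the 6 Egr1 f mice. This was 1 of 2 such relations computed, with the one in males, and neither had a *p* under 0.05. In males, where the mean TEC level differed by −0.067 (exact permutation test, *p* = 0.527), all 31 genes had the direction of Fig. 4E and 18 an unadjusted *p* under 0.05. The fall of *Egr1* in males (log2FC −3.83, adjusted *p* = 4.0e-06) therefore does not rest on unspliced RNA. For the other 30 genes the male changes go against unspliced RNA as the whole cause but do not exclude it, because the paper chose the genes on a comparison that includes these males, and such a choice also favors genes that differ in them by chance. Unspliced RNA and *Egr1* loss cannot be told apart for these 30 genes, because of this choice and because the relation to the TEC level was not past its spread in 18 mice, which are few for a correlation of this size. For C4b, Hapln1, Aqp4 and Tnc an effect of the Nestin-Cre line is open as well. The factorial model called them for Nestin-Cre and not for floxP by Nestin-Cre. C4b had a Nestin-Cre coefficient of −0.51, and its log2FC between the 6 Egr1cKO mice and the other 18 was also −0.51. Log2FCs also rose with exonic length across genes in this comparison (Spearman rho 0.325), in females (0.311) and in males (0.221), where genes are not independent replicates.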
